# Biomarkers of Residual Disease, Disseminated Tumor Cells, and Metastases in the MMTV-PyMT Breast Cancer Model

**DOI:** 10.1371/journal.pone.0058183

**Published:** 2013-03-08

**Authors:** Christian Franci, Jenny Zhou, Zhaoshi Jiang, Zora Modrusan, Zinaida Good, Erica Jackson, Hosein Kouros-Mehr

## Abstract

Cancer metastases arise in part from disseminated tumor cells originating from the primary tumor and from residual disease persisting after therapy. The identification of biomarkers on micro-metastases, disseminated tumors, and residual disease may yield novel tools for early detection and treatment of these disease states prior to their development into metastases and recurrent tumors. Here we describe the molecular profiling of disseminated tumor cells in lungs, lung metastases, and residual tumor cells in the MMTV-PyMT breast cancer model. MMTV-PyMT mice were bred with actin-GFP mice, and focal hyperplastic lesions from pubertal MMTV-PyMT;actin-GFP mice were orthotopically transplanted into FVB/n mice to track single tumor foci. Tumor-bearing mice were treated with TAC chemotherapy (docetaxel, doxorubicin, cyclophosphamide), and residual and relapsed tumor cells were sorted and profiled by mRNA microarray analysis. Data analysis revealed enrichment of the Jak/Stat pathway, Notch pathway, and epigenetic regulators in residual tumors. Stat1 was significantly up-regulated in a DNA-damage-resistant population of residual tumor cells, and a pre-existing Stat1 sub-population was identified in untreated tumors. Tumor cells from adenomas, carcinomas, lung disseminated tumor cells, and lung metastases were also sorted from MMTV-PyMT transplant mice and profiled by mRNA microarray. Whereas disseminated tumors cells appeared similar to carcinoma cells at the mRNA level, lung metastases were genotypically very different from disseminated cells and primary tumors. Lung metastases were enriched for a number of chromatin-modifying genes and stem cell-associated genes. Histone analysis of H3K4 and H3K9 suggested that lung metastases had been reprogrammed during malignant progression. These data identify novel biomarkers of residual tumor cells and disseminated tumor cells and implicate pathways that may mediate metastasis formation and tumor relapse after therapy.

## Introduction

Metastases are the primary cause of morbidity and mortality in cancer patients. After diagnosis, cancer patients undergo a series of tests to determine their tumor stage, grade, molecular profile, and prognosis. Molecular profiling of a patient’s primary tumor can reveal the likelihood of disease recurrence and metastasis formation [1], [2], [3]. Patients who are at risk of developing metastases at the time of diagnosis may undergo surgery, chemotherapy, radiotherapy, and/or targeted therapy to reduce the likelihood of tumor relapse and metastasis formation [4], [5]. Many patients will nonetheless develop distant metastases in part from residual tumor cells that survived therapy or from disseminated tumor cells and micrometastases that spread from the primary tumor [6], [7]. Residual tumor cells can remain dormant in patients and can give rise to a local tumor recurrence or distant metastases several years after therapy [8], [9], [10]. Similarly, disseminated tumor cells can migrate from the primary tumor to distant organs early during cancer progression [11], [12]. For example, breast cancer patients with no evidence of metastatic disease can have disseminated tumor cells in the bone marrow at the time of diagnosis [9]. These disseminated cells often exhibit fewer genomic aberrations than the primary tumor, suggesting that tumor dissemination can occur early during tumor formation [11]. Nonetheless, disseminated tumor cells often harbor marked genetic heterogeneity, making it difficult to target these populations with targeted therapy [13].

The identification of biomarkers in residual tumors, disseminated tumor cells, and metastases has been challenging because these disease states are difficult to isolate from cancer patients. Studies characterizing patient-derived metastases or residual tumors typically have small sample sizes and often have made contradictory conclusions. For example, some studies of patient-derived metastases have suggested that distant metastases are molecularly distinct from their primary tumors, while other studies indicate that metastases are very similar to their primary tumors [14], [15], [16], [17]. In the laboratory, residual tumors and disseminated tumor cells have been studied in cell culture models, xenograft assays, and genetically engineered mouse models, all of which have limitations in modeling the clinical setting [18]. These studies have identified mechanisms of drug tolerance and dormancy in residual tumors, such as angiogenic dormancy, immunological tolerance, and cellular dormancy [8], [19], [20]. Other studies have identified biomarkers and molecular pathways mediating organ-specific metastatic outgrowth in xenograft models [21], [22], [23], [24], [25]. The use of genetically engineered mouse models (GEMM) of breast cancer have allowed the isolation of residual and disseminated tumor cells in orthotopic, immunocompetent models [26]. Interestingly, in the GEMMs as in cancer patients, disseminated tumor cells can leave the primary tumor early during progression and remain dormant in distant sites before giving rise to metastases [11].

The MMTV-PyMT genetically engineered mouse has been shown to be a reliable model of metastatic breast cancer at the histologic and molecular levels [27]. The mouse mammary tumor virus (MMTV) promoter drives the expression of Polyoma Middle T-Antigen (PyMT) in the mammary epithelium and other organs [28]. PyMT is a membrane scaffold protein that activates the Ras/Raf/MEK and PI3K/Akt pathways [29]. These mice develop well-differentiated, luminal-type adenomas that progress to metastatic, poorly-differentiated adenocarcinoma [30], [31]. However, by adulthood the mice develop many thousands of tumor foci in their mammary glands, making it difficult to study progression of individual tumor foci. We recently described a hyperplasia transplant approach that can be used to track the progression of single MMTV-PyMT tumor foci from hyperplasia to adenoma to adenocarcinoma in an orthotopic, immunocompetent setting. Tumor cells are labeled with green fluorescent protein (GFP), allowing the isolation of residual tumor cells and disseminated tumor cells in distant sites [31]. Removal of the primary tumor models allows for metastatic outgrowth of disseminated cells. We have shown that tumor dissemination begins early during tumor progression at the early adenocarcinoma stage (8 weeks after transplantation), but metastases arise from more advanced adenocarcinomas (15 weeks after transplantation). Here we describe the characterization of residual tumor cells, disseminated tumor cells, and metastases from the MMTV-PyMT hyperplasia transplant model. The data identify novel biomarkers for the detection and targeting of these disease states and also provides a mouse model that can be used for future biomarker and efficacy studies.

## Materials and Methods

### Mouse Breeding and Tumor Transplantation

All mouse experiments were reviewed and approved by the Genentech Institutional Care and Use Committee (IACUC). MMTV-PyMT mice (FVB/N-Tg(MMTVPyVT)634Mul/J) and actin-GFP mice (FVB.Cg-Tg(CAG-EGFP)B5Nagy/J) were purchased from Jackson laboratory and relevant licenses were purchased for these experiments. MMTV-PyMT and actin-GFP mice were bred, and 3-week-old female bitransgenic offspring were sacrificed for collection of tumors, as described [31]. Focal, 0.5–1 mm hyperplastic tumors were microdissected with No. 15 scalpels (under guidance of an MZ10F fluorescent dissecting microscope) and placed in HBSS solution. Tumors were then implanted into cleared No. 4 mammary fat pads of 3 week-old female FVB/n mice (Charles River). Tumor measurements were made using electronic digital calipers and tumor volumes were calculated using the tumor ellipsoid formula (V = π/6×length×width^2^).

### Residual Tumor Cell Isolation

MMTV-PyMT transplant mice were treated with TAC chemotherapy every 21 days beginning at 8 weeks post-transplant. TAC chemotherapy regimen consisted of doxorubicin 5 mg/kg IV (Sigma), docetaxel 25 mg/kg IV (LC Laboratories), and cyclophosphamide 120 mg/kg IP (Sigma). Residual tumors (10 days after 1^st^ dose), relapsed tumors (10 days after 4^th^ dose), and untreated tumors were harvested, digested in 1 mg/ml collagenase/dispase (Roche) in DMEM-10%FBS for 2 hours, and single cell suspensions were prepared. GFP-positive tumor cells (300,000 cells) were collected by cell sorting (FACS Aria) and mRNA was immediately harvested (Qiagen RNeasy Micro kit) for microarray studies.

### Isolation of Disseminated Tumor Cells and Metastases

Lungs of mice bearing 18-week tumor outgrowths were harvested for disseminated tumor cells. To obtain metastases, primary tumors from mice bearing 18-week outgrowths were surgically removed, as described [31]. After primary tumor removal, mice were sacrificed at the first signs of respiratory distress (typically 8–10 weeks after surgery) to collect metastases. Lungs bearing disseminated cells or metastases were digested in 1 mg/ml collagenase/dispase (Roche) in DMEM-10% FBS for 2 hours, and single cell suspensions were prepared. GFP-positive tumor cells (300,000 cells) were collected by cell sorting (FACS Aria) and mRNA was immediately harvested (Qiagen RNeasy Micro kit) for microarray studies. The lungs of 3–6 18-week outgrowth mice were pooled to obtain sufficient numbers of sorted disseminated tumor cells for microarray profiling.

### Microarray Gene Expression Profiling

Quantity and quality of total RNA samples was determined using ND-1000 spectrophotometer (Thermo Scientific, Wilmington, DE) and Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA), respectively. For residual, relapsed, and untreated samples, total RNA was converted to double-stranded cDNA and then into Cy-dye labeled cRNA using Quick Amp Labeling Kit (Agilent). For adenoma, carcinoma, disseminated tumor, and metastasis samples, mRNA was amplified in two rounds and labeled using Message Amp II aRNA amplification kit (Applied Biosystems) and Quick Amp Labeling Kit (Agilent). For all samples, 750 ng of the labeled cRNA was fragmented and hybridized to the Agilent’s Whole Mouse Genome 4×44 Kv2 arrays, as described in manufacturer’s hybridization kit. Biological samples (n = 5 per group) were labeled with Cy5-dye and hybridized against Cy3-dye labeled Universal mouse reference (Stratagene, La Jolla, CA). Following hybridization, the arrays were washed, dried and scanned on Agilent’s microarray scanner. Agilent’s Feature Extraction software 10.7 was used to analyze acquired array images. Differential gene expression was analyzed with linear models for microarray data (Limma) and a normal exponential convolution model was applied for the background correction [32]. Loess method was applied for within-array normalization and a quantile method was applied for between-array normalization. False discovery rate (FDR) was estimated by Benjamini-Hochberg procedure. Microarray data was archived in the GEO Microarray Omnibus with the accession number GSE43566.

### Immunohistochemistry

Samples for histology were fixed overnight in 4% paraformaldehyde/PBS and paraffin embedded. Sections (5 µm) were cut, rehydrated, processed with citrate buffer antigen retrieval, and blocked with 5% BSA or serum (from secondary antibody host). Primary antibodies were diluted in 0.5× blocking solution and incubated on slides overnight at 4°C. Primary antibodies used include anti-Stat1 (Cell Signaling), anti-p-Stat1 (Cell Signaling), anti-F480 (AbD Serotec), and anti-phospho-H2A.X (Cell Signaling). For immunofluorescence, sections were incubated with biotinylated anti-rabbit (or goat) secondary antibody and then streptavidin-Alexa 488 or Alexa 564 (Molecular Probes). For immunohistochemistry, sections were incubated with biotinylated anti-rabbit (or goat) secondary antibody, streptavidin-HRP and then ABC signal amplification reagent, followed by DAB chromogenic detection (Vector Biolabs).

### RT-PCR

mRNA quality was assessed with Agilent Bioanalyzer and quantified with the Nanodrop instrument. 0.25–1 µg mRNA was reverse-transcribed to cDNA (Clontech Advantage kit) for 48×48 Fluidigm analysis, which was performed according to manufacturer’s instructions. Gene primers for RT-PCR were designed and validated by Fluidigm. All cDNA measurements were normalized to Gapdh expression. Independent sets of samples were used for RT-PCR, microarray profiling, and protein analysis.

### Western Blot

Tumors were harvested in RIPA buffer containing protease inhibitor/HALT phosphatase inhibitor cocktails (Thermo Scientific) and then homogenized (Powergen Tissue Homogenizer). Blotting for proteins was performed with the Licor Odyssey instrument. Antibodies for western blotting included anti-H3K4-tri-methyl (Abcam and ActiveMotif), anti-H3K4-di-methyl (ActiveMotif), anti-H3K4-dimethyl (ActiveMotif), anti-H3K27-tri-methyl (Millipore), anti-H3K9-tri-methyl (Abcam), anti-Histone-3 (ActiveMotif), anti-Stat1 (Cell Signaling), anti-p-Stat1 (Cell Signaling), anti-p-Stat3 (Cell Signaling), anti-p-Stat6 (Cell Signaling), and anti-β-actin (Abcam). In some cases (e.g., anti-H3K4-tri-methyl), antibodies from multiple sources were used to confirm blotting results.

## Results

### Profiling of Residual Tumor Cells in Chemotherapy-treated MMTV-PyMT Mice

To determine the response of single tumor foci to cytotoxic chemotherapy, we utilized the MMTV-PyMT hyperplasia transplant system [31]. Focal hyperplasias were resected from 3-week-old MMTV-PyMT;actin-GFP mice and orthotopically transplanted into the cleared mammary fat pads of FVB/n host mice (Figure 1A). Tumor outgrowths displayed stereotyped tumor growth and histologic progression as compared to MMTV-PyMT mice, with progression to early carcinoma and late carcinoma occurring at 8 and 15 weeks post-transplantation, respectively (Figure 1B). The hyperplasia transplant model is amenable for studying the individual steps in malignant progression, such as angiogenesis, tumor dissemination, and metastasis formation (Figure 1C).

**Figure 1:**
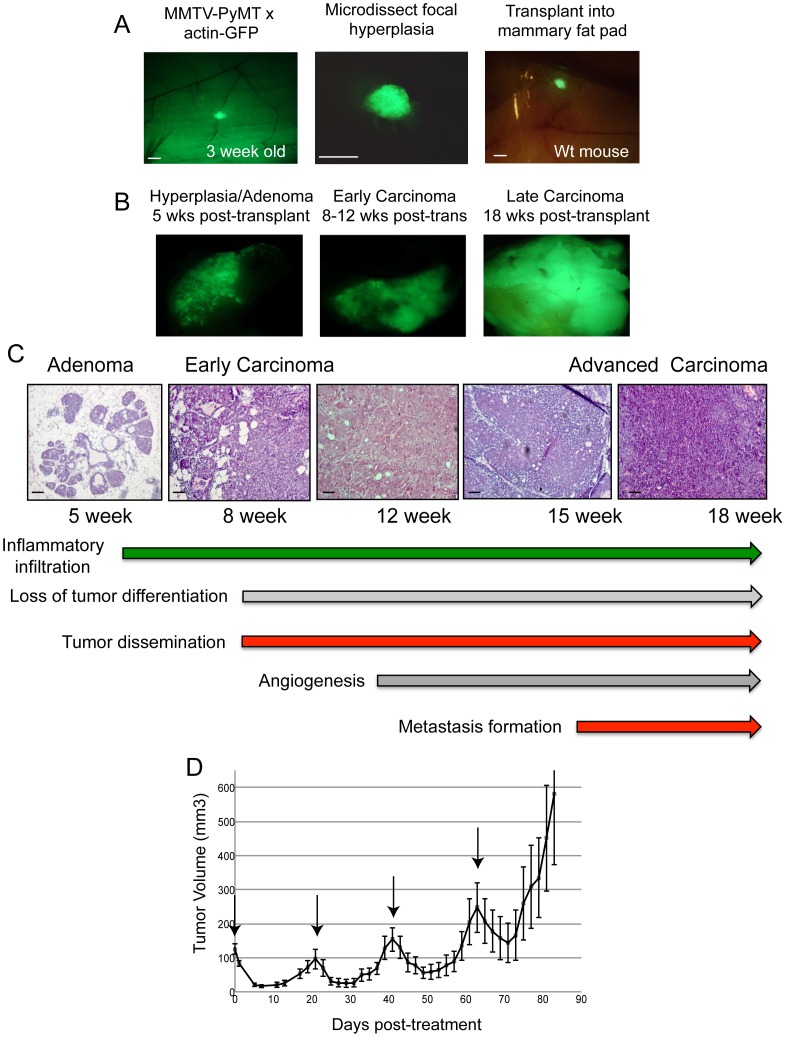
Modeling breast cancer residual disease in the MMTV-PyMT hyperplasia transplant model. (A) Representative images of a focal hyperplastic tumor in the No. 4 mammary gland of a female, 3 week-old MMTV-PyMT;actin-GFP mouse (left panel). The tumor was microdissected from mammary gland, placed in PBS (middle image), and then transplanted into the mammary fat pad of a wild-type mouse (right panel). (B) and (C) Representative fluorescent and H&E images of tumor outgrowths after transplantation. (D) Tumor response curve of MMTV-PyMT transplant mice treated with TAC chemotherapy (docetaxel, doxorubicin, cyclophosphamide); mean ± s.e.m., n = 10. Arrows indicate chemotherapy dosing. Scale bars correspond to 1 mm (A) and 100 um (C).

Tumor-bearing mice at the early carcinoma stage (8 weeks post-transplant) were treated with cytotoxic chemotherapy to identify residual tumor cells. We modeled the clinical setting by administering the TAC chemotherapy regimen (taxol, adriamycin, cyclophosphamide), which is given to patients with poorly-differentiated breast adenocarcinoma [33]. Tumor-bearing mice were treated with 25 mg/kg docetaxel, 5 mg/kg doxorubicin, and 120 mg/kg cyclophosphamide every 21 days, similar to patients. Mice lost 8–10% body weight after each dose but recovered within 21 days of dosage (data not shown). Tumors underwent significant regression within seven days after the first dose of chemotherapy. By day 10, tumors stabilized and started to grow once again (Figure 1D). Within 21 days after the first dose, the tumors relapsed and grew nearly to the size of the original tumor. Subsequent administration of chemotherapy every 21 days led to similar patterns of tumor regression and relapse (Figure 1D). We collected the untreated tumors, residual tumors at day 10, and relapsed tumors at day 80 for further analysis. 

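The transplanted tumors arose from hyperplasias of mice that carry both MMTV-PyMT, the polyoma middle T oncogene under the mouse mammary tumor virus promoter, and GFP under an actin promoter, so GFP marks cells of donor origin. Arrays of 6 untreated, 6 residual and 4 relapsed tumors were analyzed, and the paper gives n = 5 per group. The deposited labels call the residual tumors regressed and the relapsed tumors resistant. The latter were matched because no other treated group was left. The RNA of each tumor was labeled with Cy5 and hybridized on an Agilent two-color array together with a Cy3-labeled Universal mouse reference, without dye swaps. Every value is therefore a log2 ratio of tumor to the same reference RNA and not an absolute amount. An array held 45018 spots, 43379 of them not controls. The authors deposited the scanner's spot intensities, without normalization, and a matrix of log2 ratios that they had corrected for background and normalized. Starting from the intensities, the steps of the paper's methods were repeated in limma, with normexp background correction, loess normalization within each array and quantile normalization between the arrays of the chemotherapy experiment. The paper's text does not name the normexp offset, which was set to 50. Spots of a probe were averaged, and the probe with the highest mean signal over these arrays stood for its gene, which gave 28786 gene names. The tumor channel was well above background at a median of 54.4% of the spots in untreated tumors (range 52.6–61.4), 57.0% in residual tumors (50.7–60.6) and 58.6% in relapsed tumors (50.5–64.3). Differences were tested with limma's moderated test on the 3 groups together, with Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p below 0.05 and a change of at least 2-fold. The arrays of the 3 groups were spread over 5 slides that had been scanned on the same day. Slide 1 held only untreated and slide 3 only residual tumors, and untreated and residual tumors shared only slide 2. Few tumors of these groups could therefore be compared within a slide.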

GFP-positive tumor cells from these samples were FACS-sorted, and RNA was harvested for mRNA microarray profiling.

### Enrichment of Jak/Stat, Notch, and Epigenetics Genes in Residual Tumors

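Between residual and untreated tumors 27 genes were called changed, 26 higher and 1 lower in residual tumors. Relapsed tumors differed from residual tumors at 61 genes, 60 of them lower in relapsed tumors, and from untreated tumors at only 3 genes. Untreated and residual tumors shared only slide 2. Of the processing alternatives tried, slide as a fixed block moved the count for residual against untreated tumors furthest down, to 1 gene. With each tumor left out in turn, this count ran from 8, without untreated replicate 3, to 29, without untreated replicate 6, and the count for relapsed against residual tumors from 29, without relapsed replicate 1, to 59. Among called genes that were well above background in every tumor compared and did not overlap between the groups, Ubd rose most in residual tumors, from a log2 ratio of 2.28 ± 0.83 (SD, n = 6) to 4.76 ± 0.95 (SD, n = 6). Its log2 change was 2.49 (standard error 0.424, adjusted p = 0.0274), and in relapsed tumors it fell by 4.14 below residual tumors. Gbp6 rose by 2.33 (adjusted p = 0.00384) and Pou3f1 by 2.07 (adjusted p = 0.0204). The calls of Ubd and Pou3f1 were lost with a normexp offset of 0, with the scanner software's processed signals and with slide as a fixed block, and their adjusted p over the alternatives ran from 0.0159 to 0.341 and from 0.0104 to 0.537. The 3 genes called between relapsed and untreated tumors were Phlda3, which rose by 1.55 (adjusted p = 0.0130), Npnt, which fell by 1.15 (adjusted p = 0.0490), and Fam98b, which fell by 1.14 (adjusted p = 0.0490). None of these 3 calls was kept with a normexp offset of 0 or with slide as a fixed block, and another probe of Fam98b rose by 0.12.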

Microarray profiling of untreated, residual, and relapsed tumors revealed a number of signaling pathways and biomarkers enriched in residual tumors (GEO Microarray Omnibus, accession number GSE43566). These include the Jak/Stat pathway, DNA damage response/repair pathways (Atm/Atr and Brca1-mediated), and Akt signaling pathways (Table 1). 

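The list of interferon response genes held 53 genes, 51 of them higher in residual than in untreated tumors, with a median log2 change of 0.77 (camera, adjusted p = 9.23e-36 over 16 lists, and fry, 0.00551). 5 of the 53 were called over all genes, and 12 passed both thresholds when adjusted over the list alone. It includes 6 genes reported here that the paper names from these arrays. The mean of the list was 1.57 ± 0.32 (SD, n = 6) in untreated, 2.38 ± 0.17 (SD, n = 6) in residual and 0.99 ± 0.57 (SD, n = 4) in relapsed tumors. For the DNA damage response, the list of 35 p53 target genes had 28 genes higher in residual tumors and a median change of 0.44 (camera, adjusted p = 7.56e-18, and fry, 0.000489), with 5 genes called and 6 past both thresholds when adjusted over the list alone. Cdkn1a rose from a log2 ratio of 0.14 ± 0.55 (SD, n = 6) to 1.66 ± 0.38 (SD, n = 6), by 1.52 (standard error 0.286, adjusted p = 0.0401). Mdm2 rose 2.15-fold, from a log2 ratio of 0.26 ± 0.32 to 1.36 ± 0.31 (adjusted p = 0.0321). In all 6 residual tumors each gene lay above all 6 untreated tumors. Both calls were lost with a normexp offset of 0, with the scanner software's processed signals and with slide as a fixed block, with adjusted p up to 0.664 for Cdkn1a and 0.698 for Mdm2 over the alternatives. Myc rose by 0.76 (adjusted p = 0.0441), which is less than 2-fold, and Wnt6 by 0.59 (adjusted p = 0.205). Irf1 rose by 0.90 (adjusted p = 0.124) and Igtp by 1.80 (adjusted p = 0.0719). The 4 genes Cdkn1a, Mdm2, Myc and Wnt6 all had p below 0.05 when adjusted over the list alone, but Table 1 names them from these arrays, so that adjustment is not independent evidence. Genes of the Akt pathway were not analysed here as a list.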

Ingenuity pathway analysis of microarray data identified Stat1 as an important signaling node in residual tumors (Figure 2A). Interestingly, several genes in the Ifn-γ/Jak/Stat pathway, such as Gbp1, Gbp3, Gbp4, Ifi47, Tgtp, and Stat1, were up-regulated in residual tumors relative to untreated and/or relapsed tumors (Figure 2B). 

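Gbp2b, Gbp3, Gbp4 and Tgtp1 were read for the genes the paper writes as Gbp1, Gbp3, Gbp4 and Tgtp. These reference names were given to probes through the accession numbers of the array files. The files themselves call the probes of Gbp2b, Gbp3 and Gbp4 by the names Gbp1, Gbp4 and Mpa2. Which probes the paper's Gbp3 and Gbp4 stand for is therefore open. Gbp2b (probe on chromosome 3, 142511872 to 142511931) had a log2 ratio of −0.10 ± 0.30 (SD, n = 6) in untreated, 1.44 ± 0.33 (SD, n = 6) in residual and −0.57 ± 0.12 (SD, n = 4) in relapsed tumors. It rose by 1.54 in residual tumors (standard error 0.155, adjusted p = 0.000923), lost its call only with slide as a fixed block (range over the alternatives 0.000278 to 0.163), and fell by 2.01 in relapsed tumors (adjusted p = 0.000104). Gbp3 (chromosome 3, 142466047 to 142466106) stood at 2.79 ± 0.49 in untreated, 4.49 ± 0.54 in residual and 2.68 ± 0.81 in relapsed tumors, a rise of 1.70 (adjusted p = 0.0386) before it fell by 1.81 (adjusted p = 0.0418). Ifi47 (chromosome 11, 49053428 to 49053487) stood at 2.92 ± 0.55, 4.41 ± 0.25 and 2.09 ± 0.66, a rise of 1.49 (adjusted p = 0.0309) before it fell by 2.32 (adjusted p = 0.00132). Gbp4 (chromosome 5, 104286256 to 104286315) stood at −0.07 ± 0.73, 1.92 ± 0.46 and −0.29 ± 0.54. It was well above background in only 4 of 6 untreated and 2 of 4 relapsed tumors, rose by 1.98 (adjusted p = 0.0173) and fell by 2.21 (adjusted p = 0.00810). Tgtp1 (chromosome 11, 48943424 to 48943483) rose from 1.62 ± 1.18 to 3.87 ± 0.46, by 2.25 (standard error 0.447, adjusted p = 0.0589), in 5 of 6 residual tumors beyond all untreated tumors. It was therefore not called, although it was called with Aquantile or no normalization between arrays, and its other probe rose by 0.87. In relapsed tumors it fell by 3.31 (adjusted p = 0.00585) to 0.56 ± 0.70. For Gbp3 and Ifi47 the rise in residual tumors was no longer called with a normexp offset of 0, with processed signals or with slide as a fixed block, nor without most of the single tumors, with adjusted p up to 0.681 and 0.341. The rise of Gbp4 was not called with processed signals, with slide as a fixed block (adjusted p up to 0.490), without residual replicate 1 or without untreated replicate 3. Of the 10 interferon genes reported here that the paper names for any of these groups, all were higher in residual than in untreated tumors, 4 were called and 7 had p below 0.05 adjusted over the list alone, which is not independent evidence because the study chose them on these tumors. Ifngr1 (0.05), Ifngr2 (0.05) and Ifit1 (0.41) did not differ beyond the spread between tumors. The paper, from its own values with n = 5 per group, reports several Ifn-γ/Jak/Stat pathway genes as higher in residual than in untreated and/or relapsed tumors.

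**Figure D1:**
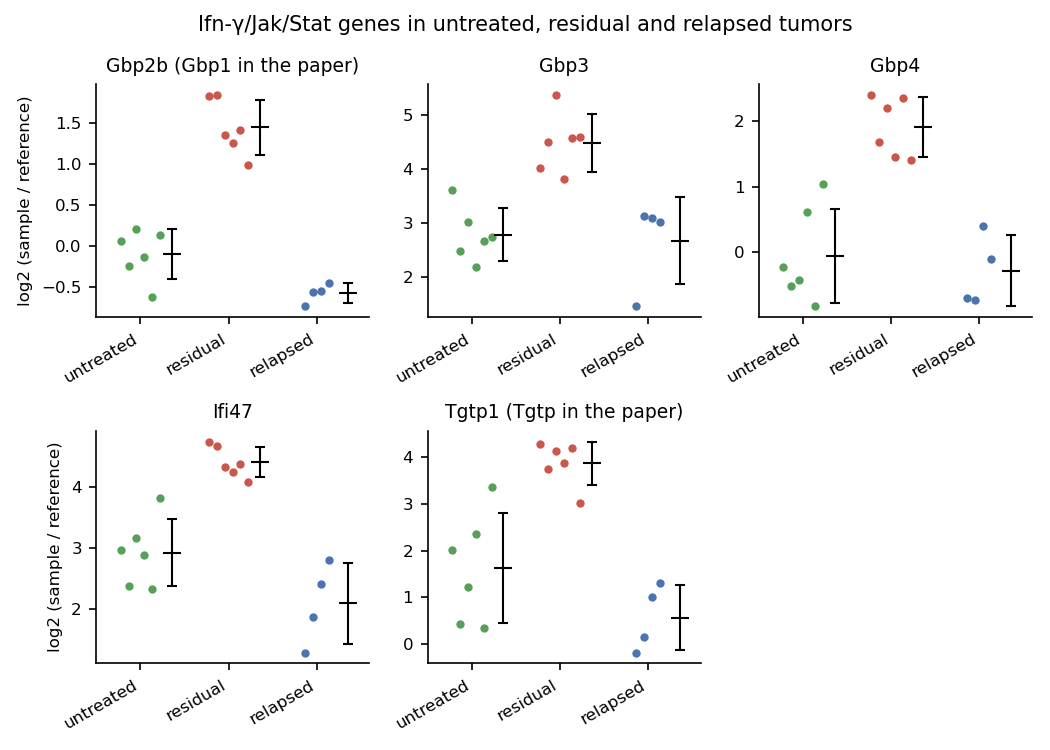
Log2 ratios of tumor to reference RNA (vertical axis) of Gbp2b, Gbp3, Gbp4, Ifi47 and Tgtp1 in untreated (n = 6), residual (n = 6) and relapsed (n = 4) tumors. Each point is 1 tumor, and the bar beside the points is the mean ± SD. For Gbp2b, Gbp3, Gbp4 and Ifi47 all residual tumors lie above all untreated tumors, and for Tgtp1 5 of 6 do.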

We validated the enrichment of these genes in residual tumors with Fluidigm RT-PCR. GFP-positive tumor cells were sorted from adenomas (5-week outgrowths), carcinomas (18-week outgrowths), residual tumors, disseminated tumor cells in lungs, and lung metastases for this analysis. In agreement with microarray data, several members of the Ifn-γ/Jak/Stat pathway, including Stat1, Ifngr1, Tgtp1, Ifit1, Gbp3, and Gbp4, were significantly up-regulated in residual tumors relative to the other groups (Figure 2C). A subset of the genes, such as Stat1 and Gbp4, were also up-regulated in adenoma tumors, suggesting that elements of the pathway were active in early breast tumors.

**Figure 2:**
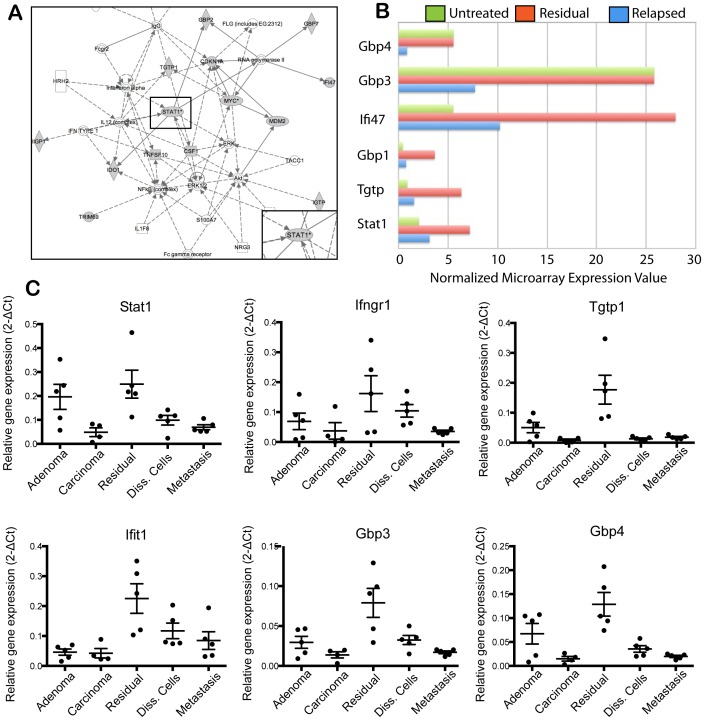
Ifn-γ/Jak/Stat signaling in MMTV-PyMT residual tumor cells after chemotherapy. (A) Ingenuity pathway analysis of genes up-regulated in chemotherapy-treated residual tumors in the MMTV-PyMT transplant model. (B) Microarray expression values of Ifn-γ/Jak/Stat-associated genes in untreated (green), residual (red) and relapsed (blue) tumors; mean, n = 5 per group. (C) Fluidigm RT-PCR analysis of Ifn-γ/Jak/Stat-associated genes. GFP-positive tumor populations were FACS-sorted from the indicated groups and mRNA was harvested for the analysis; mean ± s.e.m., n = 5 per group. Data was normalized to Gapdh expression.

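On the unlogged scale, where 1 means a signal equal to that of the reference RNA, geometric means over all arrayed tumors can be set side by side. Ifi47 stood at 7.58 in untreated, 21.3 in residual and 4.26 in relapsed tumors. Gbp3 stood at 6.90, 22.4 and 6.40 in the same order, Gbp4 at 0.956, 3.78 and 0.819, and Gbp2b at 0.934, 2.72 and 0.674. For Tgtp1 the values were 3.07, 14.6 and 1.48. A ratio of 2 probes is not a ratio of 2 transcripts, so the heights of different genes cannot be ranked against each other.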

**Table 1:** Gene families enriched in residual MMTV-PyMT tumors after chemotherapy.

Gene Family	p-value	Gene Name
Interferon signalingDNA damage_Brca1-mediated	0.0000030.00003	STAT1, GBP1, GBP4, IFI47, TGTP, IRF1, IGTPSTAT1, CDKN1A, Myc
DNA damage_ATM/ATR-mediated	0.00004	MDM2, CDKN1A, Myc
Cytoskeleton remodeling	0.00007	Wnt6, Myc
Akt signaling pathway	0.00009	
IFN-gamma signaling pathway	0.0002	STAT1, GBP1, GBP4, IFI47, TGTP, IRF1, IGTP
Thrombopoetin signaling via JAK/STAT	0.0009	
IL-27 signaling pathwayETV3 signaling pathway	0.0010.002	
PDGF signaling via STATs and NF-kB	0.002	

We further validated the enrichment of Jak/Stat pathway genes in residual tumors at the protein level. Stat1 immunohistochemistry of untreated MMTV-PyMT adenocarcinomas identified sub-populations of Stat1-positive tumor cells (Figure 3A). The number of Stat1 positive cells and the ratio of Stat1 positive-to-negative cells increased significantly in residual tumors after chemotherapy (Figure 3A′). Relapsed tumors contained only small Stat1 sub-populations, much like untreated tumors, suggesting that enrichment of Jak/Stat genes was specific to the residual disease state (Figure 3A″). Co-immunofluorescence with a macrophage marker showed that Stat1 was expressed in tumor cells, as was reported in breast cancers (Figure 3B) [34]. Further, p-Stat1-positive cells were detected in untreated and residual tumors. Interestingly, p-Stat1-positive tumors cells were also found in clustered sub-populations in tumors (Figure 3C–C′).

**Figure 3:**
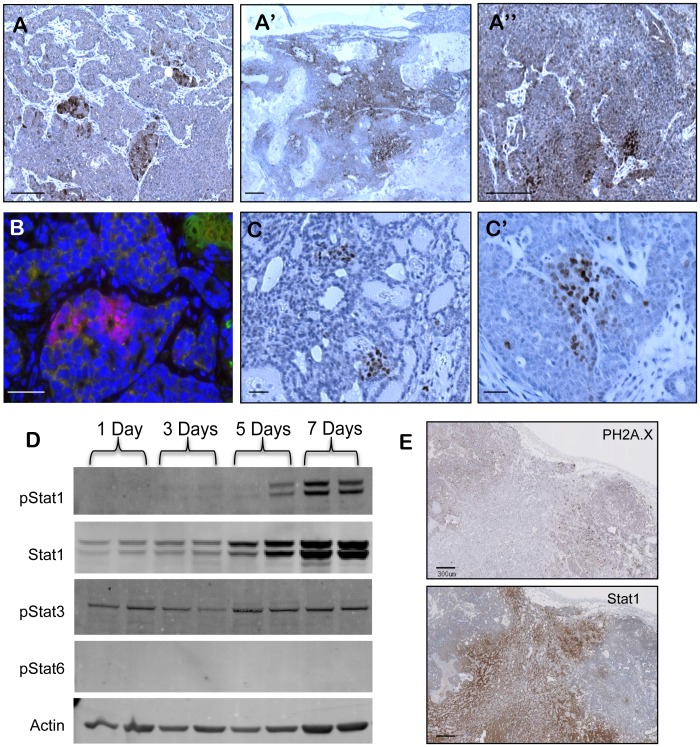
Enrichment of a Stat1-positive tumor sub-population in MMTV-PyMT residual tumor cells after chemotherapy. (A–A″) Immunohistochemistry of Stat1 in untreated tumors (A), residual tumors (A’) and relapsed tumors (A″). (B) Immunofluorescence of Stat1 (red), F4-80 (green), and DAPI (blue) in untreated tumors sample. (C–C′) Immunohistochemistry of p-Stat1 in untreated (C) and residual tumor samples (C′). (D) Western blot of p-Stat1, Stat1, p-Stat3, p-Stat6, and actin control in MMTV-PyMT whole tumor lysates. Mice were treated with TAC chemotherapy and tumors harvested on the indicated number of days after treatment. (E) Immunohistochemistry of Stat1 and phospho-H2A.X in residual tumor sample. Scale bars correspond to 200 um (A–A″), 300 um (G) and 25 um (B–E′).

We determined the kinetics and mechanism of Stat1 activity in residual tumors after chemotherapy. We collected tumor lysates at days 1, 3, 5, and 7 after chemotherapy and blotted for Stat1 and p-Stat1, -3, and -5 proteins (Figure 3D). Stat1 and p-Stat1 levels were significantly increased by day 7 after chemotherapy, corresponding to development of residual disease. Interestingly, Stat1-positive tumor cells in residual tumors displayed significantly less DNA damage than Stat1-negative tumor cells (Figure 3E). This suggested that Stat1 positive tumor cells, which pre-existed in untreated tumors, were inherently resistant to DNA-damaging agents, as reported [35], [36]. This may result from more active DNA repair mechanisms in Stat1 positive cells [37]. The increased DNA repair activity of Stat1-positive tumor cells may have primed tumor cells for drug tolerance and tumor relapse after chemotherapy in this model.

In addition to Jak/Stat family genes, we identified Notch family members as biomarkers of residual tumor disease in this model. We first determined the expression levels of Notch family members in whole tumor lysates, which included both tumor and stromal populations. Taqman RT-PCR analysis confirmed the up-regulation of Notch-1, Notch-2, Notch-3, and Dll-1 in residual tumors relative to untreated or relapsed tumors (Figure 4A). We then performed Fluidigm RT-PCR analysis on sorted tumor populations to determine the tumor cell specificity of Notch gene expression. Sorted residual tumor cells were compared to sorted tumor cells from adenomas, carcinomas, disseminated tumor cells, and lung metastases. We found that Notch-1 and Dll1 were specifically up-regulated in residual tumors compared to primary tumors, disseminated cells, or metastases. Dll1 demonstrated elevated expression in both residual and untreated adenoma tumors, similar to Stat1 expression (Figure 4B).

**Figure 4:**
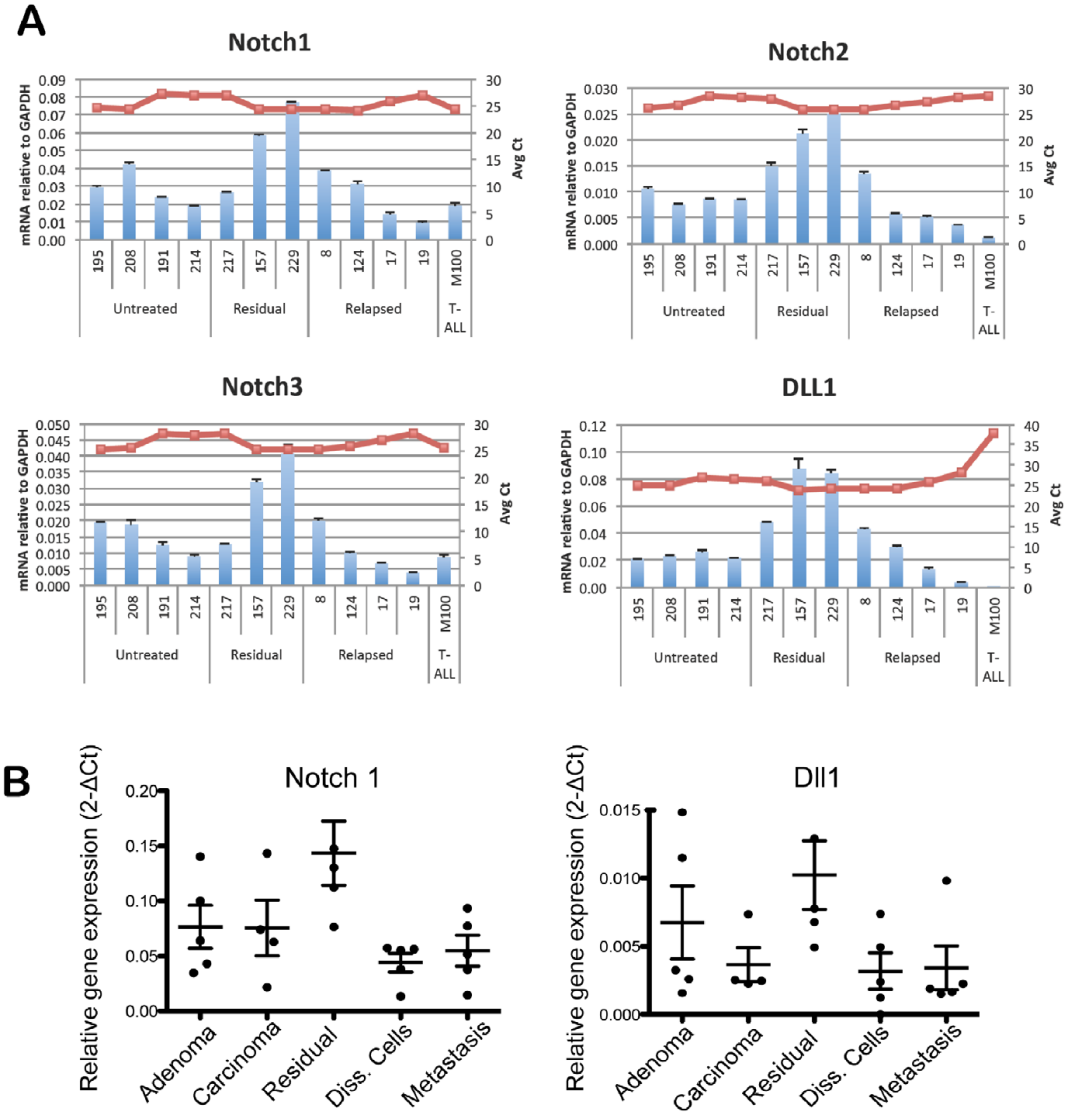
Up-regulation of Notch family members in MMTV-PyMT residual tumors. (A) Taqman RT-PCR analysis of untreated, residual and relapsed tumors. Whole tumor lysates were harvested and mRNA purified for RT-PCR. Individual tumor samples were analyzed in triplicate; mean ± s.e.m, red line indicates average Ct value. M100 sample was negative control. (B) Fluidigm RT-PCR analysis of Notch1 and Dll1 in tumor populations. GFP-positive tumor populations were FACS-sorted from indicated groups and mRNA was harvested for the analysis; mean ± s.e.m., n = 5 per group. All data were normalized to Gapdh expression.

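Among the genes for chromatin regulators that the paper reports in residual tumors, the arrays gave no call between residual and untreated tumors by limma. The paper names these genes from RT-PCR on other samples, normalized to Gapdh. There residual cells were set against adenomas, carcinomas, disseminated cells and metastases, so assay and comparison differ from those here. Of Mll1, Mll3, Setd1a, Ehmt2, Suv39h1, Setdb1, Ezh1, Dyrk3 and Ash1l, 4 of 9 were higher in residual tumors. An unadjusted p below 0.05 was reached with limma by 1 of the 9, Dyrk3. Dyrk3 stood at a log2 ratio of 1.93 ± 0.16 (SD, n = 6) in untreated and 2.80 ± 0.12 (SD, n = 6) in residual tumors, a change of 0.87 (standard error 0.110, adjusted p = 0.00384) that stayed below 2-fold. Its adjusted p over the alternatives ran from 0.00174 to 0.591, the highest with slide as a fixed block. The other log2 changes lay between −0.17 for Suv39h1 and 0.24 for Ash1l, with 0.05 for Mll1, −0.06 for Mll3, 0.18 for Setd1a, −0.05 for Ehmt2, −0.02 for Setdb1 and −0.11 for Ezh1. The list of 44 histone methyltransferase genes, of which the paper names 29, had a median change of −0.0035, with 21 genes higher (camera, adjusted p = 0.796, and fry, 0.734). No gene of the list was called over all genes or adjusted over the list alone, and 1 had an unadjusted p below 0.05 with limma.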

A number of chromatin-modifying genes, in particular histone methyltransferases, were significantly up-regulated in residual tumors. We validated the enrichment of these genes in sorted residual tumor cells by Fluidigm RT-PCR analysis. A number of methyltransferases specific to H3K4 (Mll1, Mll3, Setd1a), H3K9 (Ehmt2, Suv39h1, Setdb1) and H3K27 (Ezh1) were up-regulated in residual tumors compared to untreated primary tumors, disseminated cells, or metastases (Figure 5A–C). Dyrk3 (a histone-modifying kinase) and Ash1l (a methyltransferase) were also enriched in residual tumors (Figure 5C). In some cases, these genes were uniquely up-regulated in residual tumors (e.g., Setd1a, Dyrk3), while in other cases the genes were up-regulated in both residual and untreated adenoma tumors (e.g., Suv39h1, Mll1) (Figure 5A–C).

**Figure 5:**
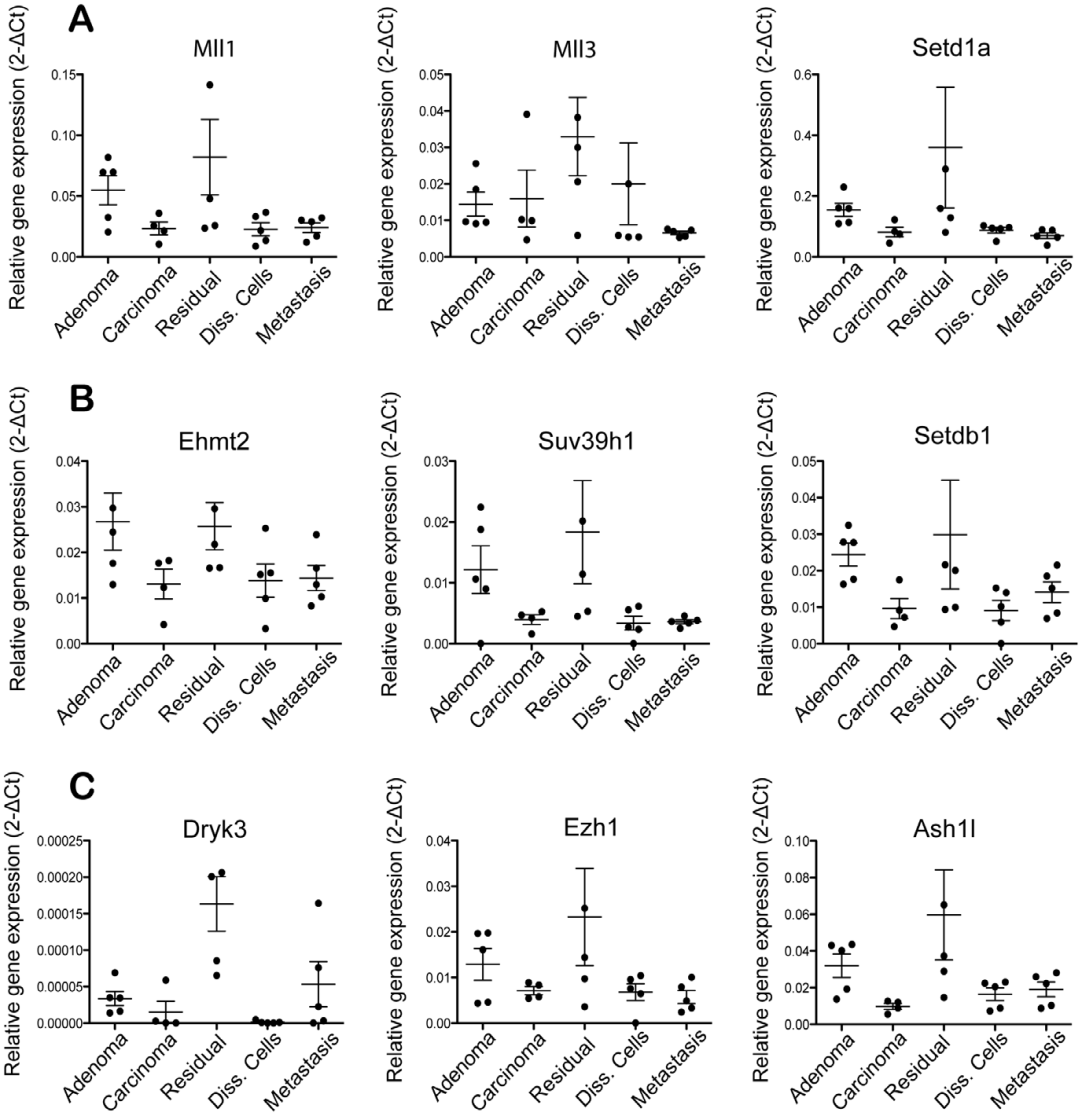
Up-regulation of chromatin modifying gene in MMTV-PyMT residual tumors. Fluidigm RT-PCR analysis of H3K4 methyltransferases (A), H3K9 methyltransferases (B) and other chromatin-modifying enzymes (C) in various tumor populations. GFP-positive tumor populations were FACS-sorted from indicated groups and mRNA was harvested for the analysis; mean ± s.e.m., n = 5 per group. Data were normalized to Gapdh expression.

### Profiling of Disseminated Tumor Cells and Metastases in MMTV-PyMT Mice

The MMTV-PyMT hyperplasia transplant model allows the collection of disseminated tumor cells in various organs, including lung, spleen, brain, and liver (Figure 6A–A′). The vast majority of disseminated cells are single cells in the microvasculature of distant organs (Figure 6B) [31]. The number of disseminated tumor cells in distant organs rises in proportion to tumor size. In 18-week adenocarcinoma outgrowths, >5000 disseminated tumor cells can be detected in the lungs of tumor-bearing mice. However, primary tumor removal experiments showed that less than 0.1 percent of these disseminated tumor cells in lung are capable of forming lung metastases. Further, although disseminated cells can be detected in many organs, metastases only arise in the lungs (Figure 6C) [31]. This model can be used to determine the mechanisms of tumor dissemination and metastasis formation in an orthotopic, immunocompetent setting.

**Figure 6:**
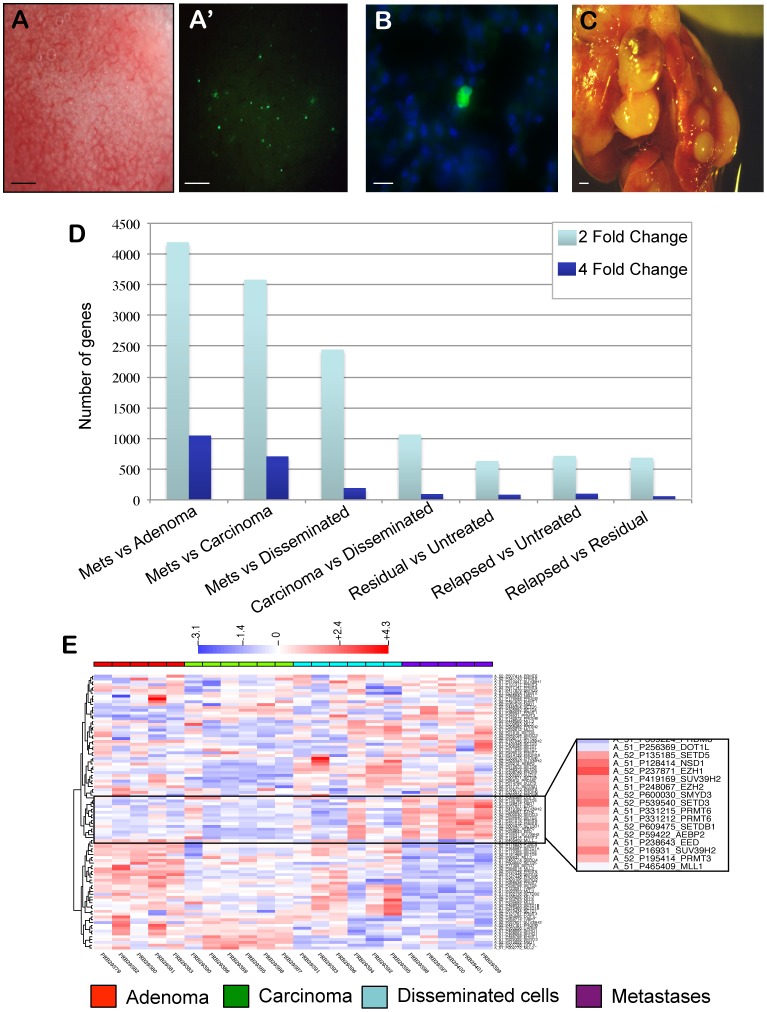
Profiling of disseminated cells and metastases in MMTV-PyMT hyperplasia transplant model. Representative brightfield (A) and GFP fluorescence (A′) images of the lungs of mice with advanced carcinoma (18 week outgrowths). Disseminated tumors cells were detected as single, GFP-positive cells in the lungs as early as 8-weeks post-transplant. (B) Representative image of a single disseminated tumor cell in the lung of an 18-week-tumor-bearing mouse. Green indicates GFP and blue indicates DAPI. (C) Whole mount image of lung metastases. Mice with 18-week tumor outgrowths were anesthetized and the primary tumor was surgically removed. Mice were sacrificed when they developed the first signs of respiratory distress, indicating the growth of lung metastases (typically 8–10 weeks after primary tumor removal). (D) Number of genes differentially expressed by 2-fold (light blue) and 4-fold (dark blue) in microarray dataset comparisons. (E) Hierarchical clustering of chromatin modifying genes in tumor populations. Tumor populations from adenoma (red), carcinoma (green), disseminated cells (blue), and metastases (purple) were FACS-sorted for profiling. Inset shows clustering of H3K4, H3K9, and H3K27 methyltransferases. Scale bars correspond to 1 mm (A, C) and 5 um (B).

We FACS-sorted GFP-positive tumor cells from adenomas (5 week outgrowths), carcinomas (18 week outgrowths), disseminated tumor cells from lungs, and lung metastases for microarray expression profiling (GEO Microarray Omnibus, accession number GSE43566). 

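The progression experiment comprised arrays of 5 adenomas, 6 carcinomas, 6 samples of disseminated cells and 5 samples of metastases, and the paper gives n = 5 per group. Each sample of disseminated cells came from lungs of several mice pooled before sorting. RNA passed through a second round of amplification before labeling, which the arrays of the chemotherapy experiment did not have, so the experiments were normalized and tested separately. Background correction, normalization, choice of probes, test and thresholds were otherwise as for those arrays. Carcinoma and metastases shared 3 slides, adenoma and disseminated cells 3 others that were scanned on another day. Metastases against carcinoma and disseminated cells against adenoma were therefore compared within slides, and every other pair of groups across slides and days. The tumor channel was well above background at a median of 61.6% of the spots in adenoma (range 48.4–75.5), 74.2% in carcinoma (67.5–76.7), 70.3% in disseminated cells (63.8–76.0) and 74.6% in metastases (70.2–78.9). Its median background-corrected signal was 209 in adenoma (range 68.7–237), 300.2 in carcinoma (227–361), 255 in disseminated cells (85.8–478) and 479 in metastases (419–522). Each sample of disseminated cells and of metastases had a lower median correlation with the others of its group, at most 0.851 and 0.889, than any tumor of the chemotherapy experiment, at least 0.891. Pairs of arrays of the same group correlated across genes at 0.838–0.959 in adenoma, 0.741–0.976 in carcinoma, 0.668–0.936 in disseminated cells and 0.714–0.941 in metastases. Carcinoma replicate 6 stood apart, with a median correlation of 0.760 with the other carcinomas, which had 0.939–0.959 each. The label of this sample was kept.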

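Of 28786 genes, 4194 were called changed at the 2-fold level between metastases and adenoma, 1755 higher and 2439 lower in metastases. Between metastases and carcinoma 2892 genes were called, 1364 higher and 1528 lower. At the 4-fold level the numbers were 966 and 432. Alternatives set before the data were examined moved the count against adenoma between 3120, at an adjusted p below 0.01, and 6181, with the scanner software's processed signals. Against carcinoma they moved it between 1850 and 4090 under the same settings. With the mean of a macrophage gene list as a covariate, chosen after seeing the data, the counts were 2380 and 1335. Such a covariate also takes up group differences of other origin. Without carcinoma replicate 6, 3867 genes were called against carcinoma. With this sample left out and the covariate together, 1737 genes were called against adenoma and 320 against carcinoma. The largest rise over both primary tumor stages was that of Chil3, from a log2 ratio of −0.88 ± 0.53 (SD, n = 5) in adenoma and −0.04 ± 0.36 (SD, n = 6) in carcinoma to 6.76 ± 2.82 (SD, n = 5) in metastases. It amounted to 7.64 against adenoma (standard error 1.07, adjusted p = 5.74e-05) and 6.80 against carcinoma (standard error 1.02, adjusted p = 0.000257). Rnase2a rose by 5.92 and 4.66, Ctss by 5.45 against adenoma and Ear1 by 4.91 against carcinoma. The rise of Ctss was not called without metastases replicate 1, 3 or 4. Chil3 and Ear1 belong to a list of alveolar macrophage genes and Ctss to the macrophage list. Macrophages in the sort can therefore not be told apart from a change in tumor cells for these rises. The falls were led by Pigt (−5.51), H2ac15 (−4.84) and H2ac13 (−4.81) against adenoma, and by Scrg1 (−3.88), Ndufv3 (−3.53) and Rpl36 (−2.96) against carcinoma. Another probe of Ndufv3 was unchanged (0.02, adjusted p = 0.948), and another probe of Pigt changed by −0.38 (adjusted p = 0.0290), so the fall of Pigt rests on a single probe. The position that the array files give for that probe is in doubt, so whether it measures Pigt is open.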

When compared to primary tumors or disseminated cells, lung metastases showed substantial differences in gene expression, with 3500–4000 genes differentially expressed (2-fold level) relative to adenoma or carcinoma (Figure 6D). 

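By fold change alone, without a test, 164 genes differed at least 2-fold between residual and untreated tumors and 226 between relapsed and untreated tumors. At an unadjusted p below 0.05 from limma together with a 2-fold change, the numbers were 138 and 161. An equal-variance t-test with adjustment and a 2-fold change left 5 and 0 genes, and without adjustment 126 and 125. With limma and adjustment, 5 genes reached the 4-fold level in residual tumors and 0 in relapsed tumors, where 19 did so by fold change alone.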

For comparison, chemotherapy-treated residual or relapsed tumors had ∼600 differentially expressed genes (2-fold level) relative to untreated tumors. 

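Carcinoma and disseminated cells differed at 3331 called genes, 1748 higher and 1583 lower in carcinoma. Metastases and disseminated cells differed at 2049, 987 higher and 1062 lower in metastases. Adenoma and disseminated cells differed at 3017, and carcinoma and adenoma at 944. At the 4-fold level 837 genes were called between carcinoma and disseminated cells and 317 between metastases and disseminated cells. Alternatives set before the data were examined moved the count for carcinoma between 2345, at an adjusted p below 0.01, and 4782, with the scanner software's processed signals, and for metastases between 163, under an equal-variance t-test, and 2959, by fold change alone. With the macrophage covariate, chosen after seeing the data, the order of the 2 counts was reversed, with 532 genes for carcinoma and 2203 for metastases. The macrophage list itself differs between carcinoma and disseminated cells, so the covariate takes up group differences of any origin. The reversal therefore does not show that macrophages cause the order. With single samples left out, the counts ran from 2710 to 4116 for carcinoma and from 1361, without disseminated replicate 3, to 3178, without disseminated replicate 6, for metastases. Both pairs of groups lay on different slides. Ddit4 (3.65), Aqp3 (3.04) and Fn3k (3.01) were higher in carcinoma than in disseminated cells by the largest log2 changes, whereas Chil3 (−7.84), Rnase2a (−6.53) and Ear1 (−6.15) were lower. Since Chil3 and Ear1 are in the alveolar macrophage list, macrophages in the sort of disseminated cells may account for their differences. Relative to disseminated cells, metastases were higher for Cttnbp2nl (2.89), Dhx9 (2.68) and Odc1 (2.66) and lower for Plac8 (−4.11), Pigt (−4.02) and Treml4 (−3.62), all 6 without a call under an equal-variance t-test. For Cttnbp2nl and Dhx9 another probe moved the opposite way (−0.08 and −0.18). Relative to adenoma, disseminated cells rose most for Chil3 (8.68), Rnase2a (7.79) and Clec4d (7.39) and fell most for Tmc5 (−3.84), Gldc (−3.79) and Frmpd1 (−3.62). Carcinoma exceeded adenoma most for Hp (3.99), Ddit4 (3.13) and Cxcl1 (3.12) and stayed below it most for Cxcl9 (−4.24), Pigt (−4.17) and Ubd (−3.76). Another probe of Pigt did not differ between these stages (0.06) and hardly fell from disseminated cells to metastases (−0.26). Whether the probe with the large falls measures Pigt is open.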

Interestingly, disseminated cells appeared more similar to carcinoma than to metastases (1000 versus 2400 differentially expressed genes, respectively) (Figure 6D). These data indicate that lung metastases in the MMTV-PyMT model are molecularly distinct at the mRNA expression level from primary tumors or disseminated tumor cells.

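A principal component analysis of all genes placed the 4 groups apart with overlaps. The first component held 42.5% of the variance. On it 5 of 6 carcinomas lay between −70.6 and −63.7 and the adenomas between −70.5 and −45.9, while disseminated cells lay between 4.36 and 116 and metastases between −11.2 and 114. The second component, with 19.6%, ran from −83.9 to −33.5 in metastases and from 10.4 to 84.6 in 5 of 6 samples of disseminated cells. Disseminated replicate 6 lay at −51.7 on it, among the metastases, and carcinoma replicate 6 at 46.9 on the first component, away from the other carcinomas. From the numbers of differentially expressed genes, the paper concludes that lung metastases are distinct at the mRNA level from primary tumors and disseminated cells.

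**Figure D2:**
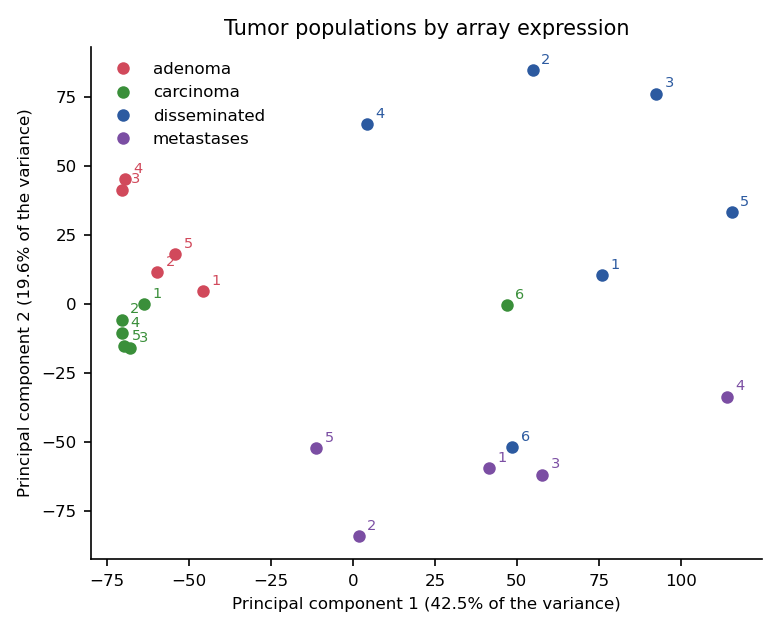
Principal components of the log2 ratios of 5 adenomas, 6 carcinomas, 6 samples of disseminated cells and 5 samples of metastases, with the first component (42.5% of the variance) on the horizontal and the second (19.6%) on the vertical axis. Each point is 1 sample, labeled by its replicate number. Carcinoma replicate 6 lies at 46.9 on the first component, the other carcinomas between −70.6 and −63.7.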

### Enrichment of JAK/STAT Genes and Epigenetic Regulators in Disseminated Tumor Cells and Metastases

We performed hierarchical clustering and pathway analysis of genes differentially expressed in metastases relative to primary tumors. 

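Lists of 38 embryonic and 38 neural stem cell genes, which share 1 gene, were tested for a joint change in metastases. Of the embryonic list, 21 genes were well above background in every adenoma and 26 in every carcinoma, and of the neural list 15 and 23. Against adenoma the median log2 change was −0.02 for the embryonic list (camera, adjusted p = 0.620, and fry, 0.418) and −0.07 for the neural list (camera, adjusted p = 0.484, and fry, 0.0870). Against carcinoma it was −0.08 (camera, adjusted p = 0.514, and fry, 0.0619) and −0.03 (camera, adjusted p = 0.772, and fry, 0.362), where the mean of the neural list was 0.01 and the sign of the test differed between the tools. Against adenoma 3 genes of each list were called, 0 higher in metastases for the embryonic and 1 for the neural list. At an unadjusted p below 0.05, 18 embryonic and 16 neural genes differed in limma, 8 and 7 of them higher, and 17 and 14 by an equal-variance t-test. Adjusted over the list alone, 12 genes of each list had p below 0.05, 4 of each higher in metastases. Against carcinoma 3 embryonic and 2 neural genes were called, and 4 and 5 had p below 0.05 adjusted over the list alone.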

The gene families most represented in differentially expressed genes were stem-cell-associated markers, including markers of neural and embryonic stem cells (Figure S1). 

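Among Fzd3, Xiap, Sox2 and the 8 Smad genes on the arrays, Smad2 was called higher in metastases. Its log2 ratio was 0.22 ± 0.30 (SD, n = 5) in adenoma, 0.32 ± 0.27 (SD, n = 6) in carcinoma and 1.47 ± 0.19 (SD, n = 5) in metastases, a rise of 1.25 over adenoma (standard error 0.201, adjusted p = 0.000182) and 1.15 over carcinoma (standard error 0.193, adjusted p = 0.000573). Xiap rose by 0.52 over adenoma (adjusted p = 0.0426) and by 0.38 over carcinoma (adjusted p = 0.144), and it was well above background in 3 of 5 metastases, 1 of 5 adenomas and 1 of 6 carcinomas. Sox2 was well above background in 1 of 5 metastases, replicate 1, and in no primary tumor. Replicate 1 stood at 0.89 and the other metastases at −0.02–0.19, so no fold is given. The adjusted p by limma was 0.0371 against adenoma and 0.0434 against carcinoma, and 0.0832 and 0.111 without replicate 1. Fzd3 did not differ, with −0.24 and −0.20. Smad3 (0.91, adjusted p = 0.0707) and Smad4 (0.44, adjusted p = 0.135) were higher than in adenoma without passing the threshold. Smad1 fell by 2.66 below adenoma (adjusted p = 1.58e-05) and by 0.98 below carcinoma (adjusted p = 0.025), although another of its probes rose by 1.53 over adenoma. Smad6 fell by 1.39 below adenoma (adjusted p = 0.000901) and by 0.84 below carcinoma (adjusted p = 0.0258). Smad5 fell by 0.74 below adenoma (adjusted p = 0.0400) and by 0.40 below carcinoma, where another probe rose by 1.12. Smad7 was −0.81 against adenoma and 0.85 against carcinoma, and Smad9 −0.09 and −0.17, none of them past the threshold. The paper names Fzd3, Xiap and Sox2 and does not say which Smad genes it means. Of all 11 genes, 5 were higher than in adenoma and 6 higher than in carcinoma, and 7 and 4 had p below 0.05 adjusted over the list alone, which is not independent evidence for genes chosen on these samples.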

A number of stem-cell-related genes, such as Fzd3, Xiap, Sox2, and several Smad members were up-regulated in metastases relative to primary tumors. Given the substantial up-regulation of stem cell-associated genes, including cell fate determination genes and transcription factors, in metastases relative to primary tumors, we hypothesized that metastases had undergone epigenetic reprogramming during cancer progression. To test this, we performed hierarchical clustering of chromatin-modifying gene expression in metastases, disseminated tumor cells and primary tumors. 

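Average-linkage clustering of 50 chromatin-modifying genes on their log2 ratios, divided into 4 clusters, gave 16 genes whose mean z-score was highest in metastases (0.89, against −0.16 in adenoma, −0.51 in carcinoma and −0.10 in disseminated cells). This cluster held Prmt3, Prmt6, Suv39h2, Ezh1, Ezh2, Eed, Aebp2 and Setdb1 among others. A second cluster of 14 genes, with Mll1, Mll3, Mll5 and Setd2, was lowest in metastases (−1.10) and highest in adenoma (0.73). The third, of 17 genes, had its lowest mean in disseminated cells (−0.67) and included Setd3, Setd5, Smyd3, Nsd1 and Whsc1. Of the list of 44 histone methyltransferase genes, 12 had their highest group mean in metastases, 18 in adenoma, 10 in carcinoma and 4 in disseminated cells. With the authors' deposited log2 ratios these numbers were 14, 14, 9 and 7. The median log2 change of the list in metastases was −0.26 against adenoma (camera, adjusted p = 0.0589, and fry, 0.00775), −0.17 against carcinoma (camera, adjusted p = 0.804, and fry, 0.198) and 0.14 against disseminated cells (camera, adjusted p = 0.844, and fry, 0.792). Against adenoma 13 genes of the list were called, 3 of them higher in metastases, and 24 had p below 0.05 adjusted over the list alone, 8 of them higher.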

We identified a cluster of lysine and arginine methyltransferases that were highly expressed in metastases (Figure 6E). Quantitative analysis of microarray data confirmed that these methyltransferases, which included Setd3, Setd5, Suv39h2, Smyd3, Prmt3, Prmt6, Nsd1, and Nsd2 were up-regulated in metastases compared to adenomas, carcinomas, or disseminated cells (Table S1). 

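With each gene read from its probe of highest mean signal, Setd5 (chromosome 6, 113314266 to 113314325) stood at −2.01 ± 0.13 (SD, n = 5) in adenoma, 0.19 ± 0.48 (SD, n = 6) in carcinoma, −1.43 ± 0.86 (SD, n = 6) in disseminated cells and −0.06 ± 0.99 (SD, n = 5) in metastases. It was called higher in metastases than in adenoma (log2 change 1.95, adjusted p = 0.00208) and disseminated cells (1.38, adjusted p = 0.0300), and not in comparison with carcinoma (−0.25, adjusted p = 0.736). The mean of its probes gave neither call. The call against disseminated cells was also lost with only the groups compared in the fit, without metastases replicate 1 or 5, and without disseminated replicate 1, 2 or 3. Suv39h2 (chromosome 2, 3381885 to 3381944) rose by 0.76 over adenoma (adjusted p = 0.0319), 0.65 over carcinoma (adjusted p = 0.0625) and 0.98 over disseminated cells (adjusted p = 0.0124), the last of which passed 2-fold with Aquantile normalization or none between arrays. Prmt6 (chromosome 3, 110067355 to 110067414) rose by 0.43, 0.54 (adjusted p = 0.0442) and 0.85 (adjusted p = 0.00533) against the same 3 groups. Smyd3 (chromosome 1, 178938127 to 178938186) was higher than in disseminated cells (0.41, adjusted p = 0.0298) but fell by 0.47 below adenoma (adjusted p = 0.00821) and by 0.85 below carcinoma (adjusted p = 0.00016). Setd3 (−0.30, 0.21 and 0.31), Prmt3 (0.16, 0.46 and 0.31), Nsd1 (−0.41, −0.65 and −0.29) and Whsc1, the array's name for Nsd2 (−0.41, −0.05 and 0.20), did not pass the threshold against adenoma, carcinoma or disseminated cells. The paper's discussion writes Whsc1/Nsd2, but Table S1 writes NSD2/Whsc1l1. By its probe of highest mean signal Whsc1l1 was not called either (−0.39, −0.35 and −0.65), but another of its probes, the one nearest to Table S1, was called higher than in adenoma (1.60, adjusted p = 0.000836). Of the 8 genes, with Whsc1 as Nsd2, 1 was called higher than in adenoma, 0 than in carcinoma and 1 than in disseminated cells. At an unadjusted p below 0.05 limma had 5, 4 and 4 of them changed in either direction. Adjusted over the list alone, 3, 4 and 4 had p below 0.05, which is not independent evidence because the study chose them on these samples. Other probes of the same genes gave larger changes. The 16 probes named in the inset of Fig. 6E, for 14 genes, were higher in metastases than in adenoma for 15, than in carcinoma for 14 and than in disseminated cells for 15, and were called higher for 7, 8 and 5. Among them were a Prmt6 probe that rose by 1.94, 1.94 and 1.86, a Suv39h2 probe by 1.37 (adjusted p = 0.000593), 1.42 and 1.07, a Setd3 probe by 1.12, 1.37 and 1.43, and a Smyd3 probe by 1.01, 1.00 and 1.19, each called against all 3 groups. A Setd5 probe of the inset rose by 1.43, 0.93 and 0.95, a Prmt3 probe by 0.73, 1.18 and 0.79, and an Nsd1 probe by 0.56, 0.35 and 0.43. The Mll1 probe of the inset was called lower than in adenoma (−1.59).

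**Figure D3:**
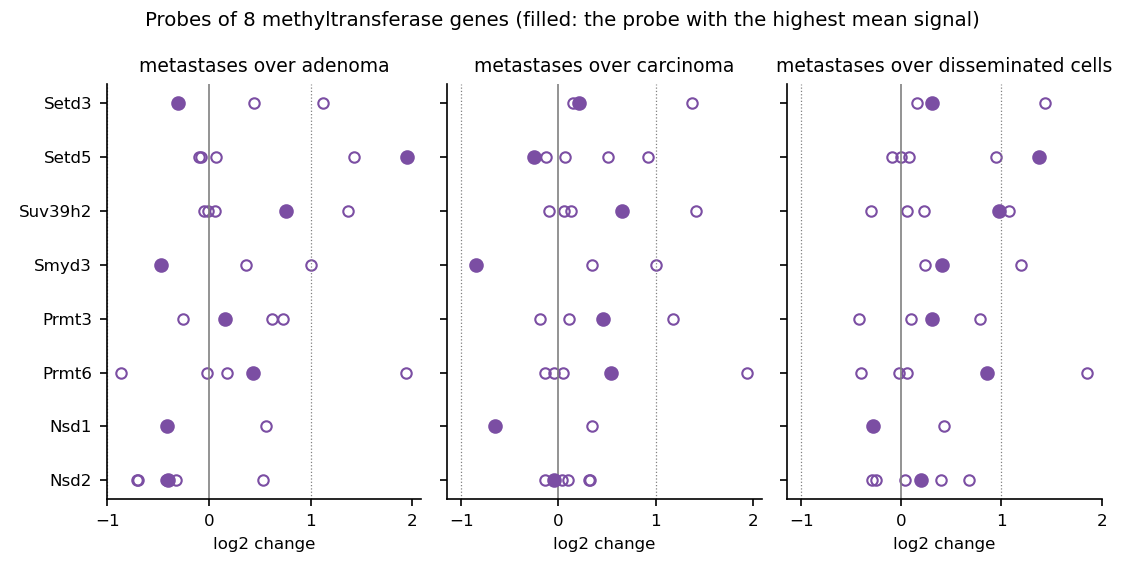
Log2 change in metastases (horizontal axis) of every probe of Setd3, Setd5, Suv39h2, Smyd3, Prmt3, Prmt6, Nsd1 and Whsc1 against adenoma, carcinoma and disseminated cells. Genes are on the vertical axis, where Whsc1 is labeled Nsd2. A filled point is the probe of highest mean signal, other points are the gene's other probes, and dotted lines mark a 2-fold change in either direction. For Smyd3 the filled point lies at −0.47 against adenoma and another probe at 1.01.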

A number of these genes catalyze the methylation of H3K4 and H3K9 residues. The enrichment of these methyltransferases suggested that metastases had acquired specific epigenetic markers during cancer progression.

We assessed the methylation status of H3K4, H3K9, and H3K27 in metastases and primary tumors in the MMTV-PyMT transplant model. Lung metastases had higher H3K4 trimethylation relative to adenomas and carcinomas, although the majority of this increase could be accounted for in the adenoma-carcinoma transition (Figure 7A). H3K9 trimethylation was more heterogeneous across tumors and metastases. Metastases demonstrated significantly elevated H3K9 trimethylation relative to tumors. In contrast, metastases had similar or slightly elevated levels of H3K27 trimethylation relative to adenomas or carcinomas (Figure 7A). Further analysis of H3K4 methylation status revealed that H3K4 tri-methyl, H3K4 di-methyl and H3K4 mono-methyl marks were increased in metastases relative to primary tumors. In all cases, carcinomas had increased levels of these markers relative to adenomas. Interestingly, H3K4 tri-methyl and H3K4 mono-methyl marks appeared more represented than H3K4 di-methyl across the tumor types (Figure 7B).

**Figure 7:**
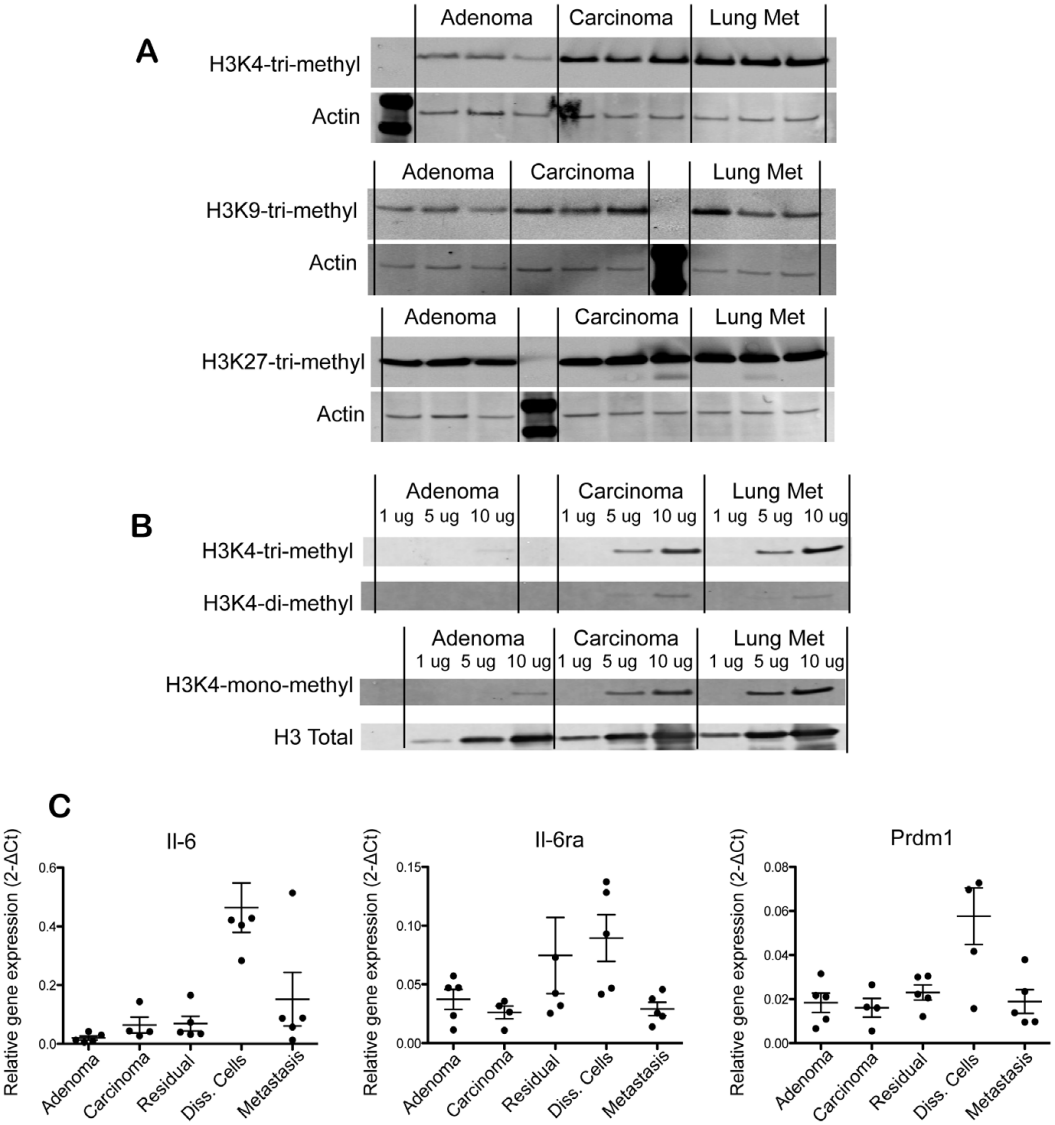
Histone-3 methylation marks in cancer progression. (A) Western blot of H3K4 tri-methyl, H3K9 tri-methyl, H3K27 tri-methyl and actin control in tumor lysates from adenomas (5 week outgrowth), carcinomas (18 week outgrowth), and lung metastasis; n = 3 per group. (B) Western blot of H3K4 tri-methyl, H3K4 di-methyl, H3K4 mono-methyl and Histone 3 control performed with serial dilutions of tumor lysates (1 ug, 5 ug, 10 ug total protein loaded per well). (C) Fluidigm RT-PCR analysis of Il-6, Il-6ra, and Prdm1 in the indicated tumor populations. GFP-positive tumor populations were FACS-sorted from the indicated groups and mRNA was harvested for the analysis; mean ± s.e.m., n = 5 per group. Data was normalized to Gapdh expression.

Mining of microarray data was performed to identify biomarkers of disseminated tumor cells in this model. 

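Il6 (probe on chromosome 5, 29052734 to 29052793) had a log2 ratio of 0.17 ± 1.01 (SD, n = 5) in adenoma, 1.89 ± 1.62 (SD, n = 6) in carcinoma, 5.04 ± 1.49 (SD, n = 6) in disseminated cells and 4.40 ± 1.17 (SD, n = 5) in metastases. It was well above background in 4 of 5 adenomas and in all samples of the other groups. In disseminated cells it exceeded carcinoma by 3.15 (standard error 0.754, adjusted p = 0.00473) and adenoma by 4.87 (standard error 0.790, adjusted p = 0.000702), but not metastases beyond the spread between samples (0.64, adjusted p = 0.665). Prdm1 (chromosome 10, 44250799 to 44250858) stood at −0.99 ± 0.33 in adenoma, where 3 of 5 samples were well above background, at −1.06 ± 1.13 in carcinoma, 1.88 ± 1.07 in disseminated cells and 1.09 ± 1.26 in metastases. Carcinoma replicate 6, at 1.20, lay far above the other carcinomas. Prdm1 exceeded carcinoma by 2.94 (standard error 0.564, adjusted p = 0.00105) and adenoma by 2.87 (adjusted p = 0.00305), and metastases by 0.79 (adjusted p = 0.427). Il6ra stood at 0.30 ± 0.24 in disseminated cells, 0.31 ± 0.08 in adenoma, 0.76 ± 0.18 in carcinoma and 0.34 ± 0.21 in metastases. It was lower in disseminated cells than in carcinoma (−0.46, adjusted p = 0.00523) and did not differ from the other groups. Stat3 did not differ between disseminated cells (2.25 ± 0.48) and carcinoma (2.65 ± 0.48), adenoma or metastases. With the mean of a macrophage gene list as a covariate, chosen after seeing the data, neither Il6 (0.70 over carcinoma) nor Prdm1 (1.02) was called. The list differs between these groups, so the covariate takes up group differences of any origin and cannot assign the rises to macrophages. Without carcinoma replicate 6, Il6 exceeded carcinoma by 3.70 (adjusted p = 0.000549) and Prdm1 by 3.40 (adjusted p = 7.37e-05). Over the alternatives that kept all samples, the adjusted p of Il6 against carcinoma ran from 0.00156 to 0.653 and that of Prdm1 from 0.000591 to 0.278.

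**Figure D4:**
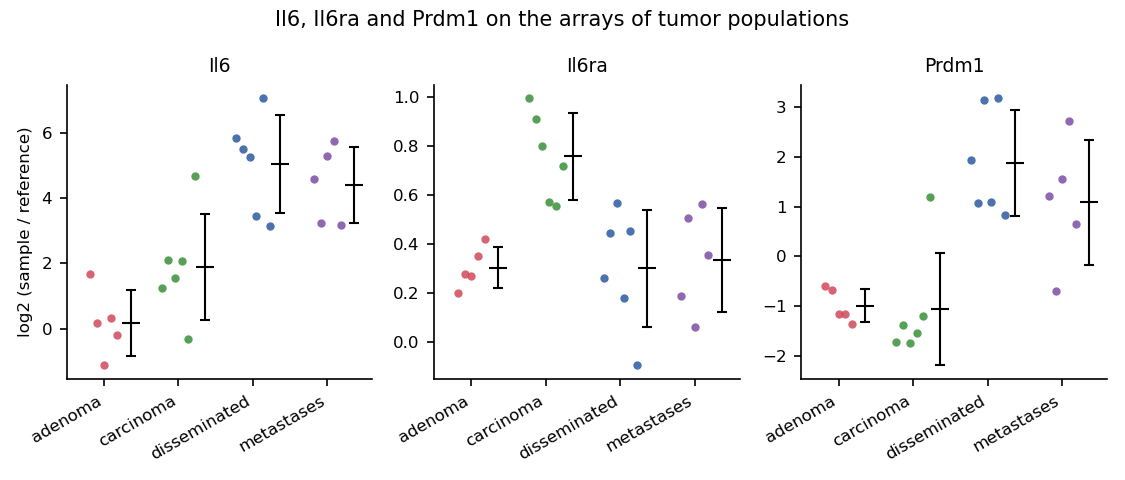
Log2 ratios to reference RNA (vertical axis) of Il6, Il6ra and Prdm1 in adenoma (n = 5), carcinoma (n = 6), disseminated cells (n = 6) and metastases (n = 5). Each point is 1 sample, and the bar beside the points is the mean ± SD. The mean of Il6 is 5.04 in disseminated cells and 1.89 in carcinoma, and that of Il6ra 0.30 and 0.76.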

The Il-6/Jak/Stat pathway members emerged as biomarkers for disseminated tumors cells in lungs (Figure 7C). Il-6 mRNA levels were significantly up-regulated in disseminated cells relative to metastases, primary tumors or residual tumors. Il6ra was also enriched in disseminated cells, though it was also elevated in in residual tumors. Prdm1, a transcriptional repressor and effector of Il-6 signaling, was also uniquely up-regulated in disseminated tumor cells, suggesting that active Il-6/Jak/Stat signaling occurs in this population (Figure 7C).

## Discussion

### Jak/Stat Pathway in Residual Tumors and Disseminated Tumor Cells

We have used the MMTV-PyMT hyperplasia transplant model to identify biomarkers of disseminated tumor cells and residual tumors persisting after chemotherapy. These cell populations are often undetectable in cancer patients until they give rise to recurrent primary tumors or distant metastases. Identifying these rare cell populations may allow the early detection and treatment of these disease states in cancer patients. GEMMs and other models of cancer may aid in identifying biomarkers of these rare disease states. Biomarker identification may also lead to a better understanding of the biology underlying residual disease, tumor dissemination, and metastasis formation. In the MMTV-PyMT model, the tumor outgrowths initially resemble luminal-type breast cancer, but with malignant progression the tumors develop into basal-like breast cancer. Thus, distinct human breast cancer subtypes can be represented in this model depending on experimental setting.

Jak/Stat pathway genes emerged as biomarkers of residual disease and disseminated tumor cells in the MMTV-PyMT model. Human breast cancer samples have been known to contain high levels of p-Stats, in particular p-Stat1, p-Stat3, and p-Stat5 [38], [39]. Stat1 and Stat3 are expressed in both the tumor cell and stromal cell compartments of breast cancers [34]. Recent microarray studies have shown high expression levels of Stat1 and Stat3 in primary breast cancers, with several studies grouping Stat1 within the top one percent of most highly expressed genes [40], [41], [42]. Stat1 showed significant variation of expression across breast cancer samples [40]. Microarray analysis of Ifn-γ/Jak/Stat1 effector genes, such as Gbp1 and Gbp5, have grouped the pathway with estrogen receptor negative (ER-) and triple-negative (ER−/PR/Her2-) breast cancers [1], [43], [44], [45], [46]. A recent study demonstrated activation of the IL-6/Jak/Stat pathway in basal-like breast cancer cells *in vitro* and *in vivo*. An IL-6/Jak/Stat gene signature predicted higher rates of metastasis formation in breast cancer patients [47]. These studies suggest that Jak/Stat pathway members are highly expressed in a subset of breast cancers with poor prognosis.

The role of Jak/Stat pathway in residual disease may be linked to its described roles in drug tolerance/resistance, cell survival pathways, and DNA repair mechanisms. A number of studies have reported up-regulation of the Ifn-γ/Jak/Stat1 pathway in cancer cell lines and xenograft models that developed resistance to chemotherapeutic agents and/or irradiation. These studies span a number of cancer types, including breast, prostate, lung, ovary, myeloma, and melanoma [35], [36], [48], [49], [50], [51], [52], [53], [54]. The mechanisms of Stat1-mediated resistance may in part be due to activation of ATM-dependent DNA checkpoint pathways, p-glycoprotein, and cell survival pathways [37], [55]. Other studies reported up-regulation of the Il-6/Jak/Stat3 pathway in acquired resistance to chemotherapeutic agents or radiation [49], [56], [57], [58]. In one study, doxorubicin treatment of an *in vivo* lymphoma model led to the release of Il-6 in the tumor microenvironment, creating a chemoprotective niche for maintenance of residual cells [56]. In many studies, the Jak/Stat pathway causally regulated the development of drug resistance, such that Stat1 knockdown or JAK inhibitors led to chemosensitization of resistant tumors [35], [36], [49], [50], [56]. In breast cancer patients, an interferon-related gene signature, which included Stat1 and interferon-γ-induced genes, is predictive of poor response to chemotherapy or radiation [50]. These data suggest that in both the clinical and *in vitro* settings, Ifn-γ/Jak/Stat1-positive breast cancers are resistant to cytotoxic agents. Our data suggest that several pathway members, such as Stat1, Ifngr2, Tgtp1, Ifit1, Gbp1 and Gbp3, may be suitable biomarkers for residual disease in breast cancer patients treated with cytotoxic chemotherapy.

We also identified Il-6/Jak/Stat3 pathway genes as biomarkers of disseminated tumors cells in the MMTV-PyMT model. Il-6, Il-6ra and Prdm1 were specifically up-regulated in disseminated tumors cells but not in carcinomas, suggesting *de novo* expression of these genes in the microenvironment of the distant organ. In breast cancer patients, serum Il-6 levels correlate with the presence of metastasis and disease prognosis [59], [60]. As in residual cells, the role of Il-6/Stat3 in tumor dissemination may be linked to activation of cell growth and survival pathways [61], [62]. Il-6 is also known to have pro-angiogenic and pro-tumorigenic inflammatory properties in many cancer types [63]. For these reasons, Il-6 has been evaluated as a therapeutic target for several cancers, and early studies indicate that blocking Il-6 may lead to disease stabilization due to reduced tumor inflammatory infiltration and tumor angiogenesis [64]. Selective Jak1 and Jak2 inhibitors can also inhibit Il-6/Stat3 signaling and concomitantly reduce tumor growth in xenograft models [65]. These data suggest that Il-6 and Il-6-associated genes may serve as biomarkers for disseminated tumor cells and that Il-6-antagonists or Jak inhibitors may target this disease state in cancer patients.

### Notch Pathway in Residual Tumors

A number of Notch family members emerged as biomarkers of residual tumors in the MMTV-PyMT transplant model. Expression profiling indicated that Notch-1, Notch-2, Notch-3, and Dll-1 were up-regulated in residual tumors compared to untreated or relapsed tumors. Interestingly, Notch-1 and Dll1 were specifically up-regulated in residual tumors compared to untreated primary tumors, disseminated cells, or metastases, suggesting a unique role for these genes in residual tumor biology. A number of studies have linked Notch family members to cancer stem cells and the drug resistance [66], [67]. Further work will be needed to define the roles of cancer stem cells in residual tumor biology in this model. Additionally, the emergence of cytokine and Notch pathways, which rely on epithelial-stromal crosstalk, suggests an important role for the tumor-associated stroma in residual tumor biology. Further work will be needed to define the roles of stromal-associated genes as biomarkers and drivers of tumor relapse.

### Epigenetic Regulators as Biomarkers of Residual Tumors and Metastases

Recent studies indicate that histone-modifying proteins, in particular histone methyltransferases, are important drivers of cancer incidence and progression. Histone modifications by phosphorylation, methylation, acetylation, or ubiquitylation are important post-translational regulators of gene expression and DNA damage responses. Histone methylation can occur on arginine, lysine, and histidine residues on histone tails, and the most extensively studied modifications lie on histone 3 (H3) and histone 4 (H4). These modifications include H3K4, H3K9, H3K27, H3K36, H3K79, and H4K20 [68]. Three families of histone methyltransferases catalyze the methylation of lysine and arginine residues on histone tails. The SET-domain-containing proteins (consisting of 48 genes in the human genome) and Dot1l families can methylate lysine residues on histone tails, while the Prmt family methylates arginine residues on histone tails. Two families of demethylases have been identified that catalyze the demethylation of methyl groups on histone lysine residues [68]. Mutations, amplifications, deletions, and rearrangements of these epigenetic modifiers have been linked to cancer incidence and prognosis [68], [69], [70]. For example, translocations involved the H3K36 methyltransferase Nsd1 are linked to leukemias, whereas activating point mutations in the H3K27 methyltransferase Ezh2 are linked to B cell lymphoma [69]. Further, specific histone lysine methylation states in cancers have been linked to poor outcome (e.g., H3K9 trimethylation in gastric adenocarcinoma) [68].

A number of epigenetic regulators, in particular histone lysine methyltransferases, emerged as biomarkers of residual tumors in the MMTV-PyMT model. We identified specific H3K4 and H3K9 methyltransferases, such as Mll, Mll3, Setd1a, Ehmt2, Suv39h1, and Setdb1 as biomarkers of residual tumor cells persisting after chemotherapy. Histone modifying proteins and histone variants are important drivers of DNA damage response, DNA break repair, and checkpoint arrest in chemotherapy-treated and irradiated cells [71]. It is possible that the histone methyltransferases may regulate the DNA damage responses that allow the emergence of drug tolerance or resistance in residual tumors. However, chromatin-modifying genes have been linked to other signaling pathways that could drive residual disease biology. For example, the emergence of drug-tolerant persisters in cancer cell lines treated with various anti-cancer agents involved alteration of H3K4 demethylation linked to the demethylase Kdm5a. The mechanism of H3K4-demethylation appeared to involve Igf1R activity [19]. Further studies will be necessary to define the precise role of these histone methyltransferases in residual disease biology in the MMTV-PyMT and other cancer models.

Histone-lysine modifications and histone methyltransferases also emerged as biomarkers of metastases in the MMTV-PyMT model. H3K4 tri-methyl, H3K4 di-methyl, H3K4 mono-methyl, and H3K9 tri-methyl marks were all increased in lung metastases compared to primary tumors, although H3K9 trimethylation was more heterogeneous across metastases relative to H3K4 marks. A number of histone methyltransferases, including Setd3, Setd5, Suv39h2, Smyd3, Prmt3, Prmt6, Nsd1, and Nsd2, were up-regulated in metastases compared to disseminated tumor cells or primary tumors. The specific up-regulation of these genes in metastases suggested that they might play a role in metastasis biology. Histone lysine methyltransferases, such as the H3K36 methyltransferase Whsc1/Nsd2 and the H3K9 methyltransferase G9a/Ehmt2, have been shown to play critical roles in tumor invasion and metastasis formation [72], [73]. Specific histone markers are also known to correlate with metastasis formation and poor prognosis in cancer patients, further implying an epigenetic regulation of metastasis formation [68]. Further studies will be required to assess the epigenetic role of histone methyltransferases in metastasis formation in the MMTV-PyMT model.

### Future Directions

This study identifies biomarkers of residual disease, disseminated tumors cells, and metastases in a widely used mouse model of breast cancer. Residual tumors and disseminated tumor cells in breast cancer patients are rare cell populations that are difficult to isolate and characterize. Disseminated tumors cells have been isolated from bone marrow of breast cancer patients but not from common sites of metastases, such as liver and lung [11]. Recently, circulating tumor cells have been isolated from cancer patients for molecular profiling [26]. The biomarkers identified in this study can be further tested for their ability to detect residual disease and tumor dissemination in cancer patients. The identification of biomarkers in other mouse models of cancer can also lead to hypothesis generation as to the biological mechanisms of residual disease, tumor relapse, and metastasis formation.

## Supporting Information

Figure S1 **Enrichment of stem-cell associated genes in metastases.** (A) Hierarchical clustering of stem-cell associated gene families in adenomas (orange) and lung metastases (red). (B) Microarray expression values of stem-cell-related genes in adenomas (dark blue), carcinoma (light blue), disseminated cells (yellow) and metastases (red). GFP-positive tumor cells were FACS sorted and mRNA harvested for microarray expression profiling; n = 5 per group, * indicates adjusted-p<0.01 between metastasis and adenoma (t-test).
(TIF) Click here for additional data file.

Table S1 **Enrichment of epigenetic regulators in disseminated cells and metastases.** Microarray normalized gene expression values of epigenetic-related genes in adenoma (A), carcinoma (C), disseminated cells (D), and metastases (M) samples. Tumor cells were FACS sorted and mRNA harvested for microarray profiling. p-values indicated for T-tests performed between A/M and C/D groups (n = 5 per group).
(DOC) Click here for additional data file.

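The values in Table S1 are ratios to the reference RNA. Geometric means of the authors' deposited log2 ratios over all 5 adenomas, 6 carcinomas, 6 samples of disseminated cells and 5 metastases came within a mean absolute log2 difference of 0.00914 of the table's values for its 35 genes, with 0.0599 for the gene farthest from it. For each gene the probe nearest to the table's values was taken for this comparison, so the probes were picked by the match. Arithmetic means came within 0.0661, and leaving out 1 carcinoma or 1 sample of disseminated cells raised the difference from 0.00958 to at least 0.0270 and from 0.0105 to at least 0.0631. For 23 of the 35 genes the nearest probe was also the probe of highest mean signal. Read from the latter, the 35 genes had their highest group mean in adenoma for 12, in carcinoma for 7, in disseminated cells for 4 and in metastases for 12. The paper's own values in Table S1 are highest in metastases for 19, in adenoma for 9, in disseminated cells for 4 and in carcinoma for 3. Between metastases and adenoma 16 of the 35 genes were called, 6 of them higher in metastases, and between carcinoma and disseminated cells 7.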

# Supplementary material for: Biomarkers of Residual Disease, Disseminated Tumor Cells, and Metastases in the MMTV-PyMT Breast Cancer Model
**Source:** PLoS One. 2013 Mar 8;8(3):e58183. doi: 10.1371/journal.pone.0058183
**Supplement:** Table S1 — Enrichment of epigenetic regulators in disseminated cells and metastases. Microarray normalized gene expression values of epigenetic-related genes in adenoma (A), carcinoma (C), disseminated cells (D), and metastases (M) samples. Tumor cells were FACS sorted and mRNA harvested for microarray profiling. p-values indicated for T-tests performed between A/M and C/D groups (n = 5 per group).

| Table S1. Microarray normalized gene expression values of epigenetic regulators in adenoma (A), carcinoma (C), disseminated cells (D), and metastases (M) | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Gene Name | Adenoma | Carcinoma | Disseminated  Cells | Metastases | p-value  (M, A) | p-value  (C, D) |
| Mll1 | 2.16 | 1.20 | 1.40 | 0.74 | 0.0028 | 0.6718 |
| Mll3 | 0.78 | 0.52 | 0.64 | 0.16 | 0.0001 | 0.5656 |
| Mll5 | 0.30 | 0.35 | 0.34 | 0.16 | 0.0358 | 0.9397 |
| Setd1a | 1.58 | 0.80 | 1.21 | 0.78 | 0.0070 | 0.0823 |
| Setd1b | 1.79 | 1.09 | 2.44 | 0.71 | 0.0053 | 0.0095 |
| Setdb1 | 0.34 | 0.33 | 0.43 | 0.67 | 0.0149 | 0.3235 |
| Setdb2 | 1.25 | 1.24 | 1.28 | 1.03 | 0.0593 | 0.7680 |
| Setd2 | 1.04 | 0.47 | 1.06 | 0.37 | 0.0001 | 0.0007 |
| Setd3 | 1.23 | 1.40 | 1.45 | 1.71 | 0.0047 | 0.7636 |
| Setd4 | 0.49 | 0.91 | 0.56 | 0.71 | 0.0459 | 0.0095 |
| Setd5 | 0.60 | 0.85 | 0.88 | 1.82 | 0.0008 | 0.9074 |
| Setd7 | 1.23 | 1.37 | 1.09 | 1.48 | 0.5607 | 0.4297 |
| Setd8 | 0.54 | 0.35 | 0.43 | 0.30 | 0.0235 | 0.4246 |
| Suv39h1 | 0.56 | 0.50 | 0.65 | 0.57 | 0.9178 | 0.0267 |
| Suv39h2 | 0.53 | 0.40 | 0.62 | 1.34 | 0.0008 | 0.0644 |
| Prmt1 | 0.04 | 0.09 | 0.03 | 0.15 | 0.0004 | 0.0013 |
| Prmt2 | 0.51 | 0.51 | 0.39 | 0.55 | 0.8032 | 0.2393 |
| Prmt3 | 0.79 | 1.09 | 1.17 | 1.26 | 0.0020 | 0.6189 |
| Prmt5 | 0.32 | 0.23 | 0.19 | 0.27 | 0.3987 | 0.3265 |
| Prmt6 | 0.88 | 0.82 | 0.95 | 4.01 | 0.0012 | 0.7505 |
| Prmt7 | 0.33 | 0.31 | 0.30 | 0.34 | 0.9027 | 0.9004 |
| Prmt8 | 1.02 | 1.03 | 0.96 | 1.00 | 0.8367 | 0.4134 |
| Smyd2 | 1.60 | 0.86 | 0.95 | 0.84 | 0.0001 | 0.3807 |
| Smyd3 | 0.41 | 0.40 | 0.39 | 0.89 | 0.0059 | 0.9449 |
| Dnmt1 | 0.83 | 0.42 | 0.36 | 0.33 | 0.0003 | 0.5082 |
| Nsd1 | 0.95 | 1.02 | 1.01 | 1.45 | 0.0007 | 0.9227 |
| NSD2/Whsc1l1 | 0.52 | 0.90 | 1.33 | 1.90 | 0.0003 | 0.1770 |
| Idh1 | 0.54 | 0.57 | 1.03 | 1.62 | 0.0135 | 0.1516 |
| Idh2 | 0.15 | 0.24 | 0.15 | 0.45 | 0.0007 | 0.0610 |
| Eed | 0.27 | 0.24 | 0.44 | 0.67 | 0.0160 | 0.0909 |
| Aebp2 | 0.34 | 0.20 | 0.65 | 0.97 | 0.0072 | 0.0022 |
| Ezh1 | 0.28 | 0.27 | 0.29 | 0.45 | 0.0456 | 0.7687 |
| Ezh2 | 0.16 | 0.21 | 0.18 | 0.52 | 0.0008 | 0.6786 |
| Ehmt2 | 0.45 | 0.24 | 0.31 | 0.16 | 0.0002 | 0.2862 |
| Dyrk3 | 4.60 | 4.33 | 1.42 | 2.28 | 0.2615 | 0.0576 |

How the deposited data were processed for this re-analysis (not part of the article)

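Gene expression was measured on 38 Agilent two-color arrays. The chemotherapy experiment comprised 6 untreated, 6 residual and 4 relapsed tumors, and the progression experiment 5 adenomas, 6 carcinomas, 6 samples of disseminated cells and 5 samples of metastases. On every array Cy5 labeled the sample and Cy3 the Universal mouse reference. The authors deposited the scanner's intensity values per spot (mean signal and median local background in each channel, from Feature Extraction) without normalization. They also deposited a matrix of log2 ratios of sample to reference, which they had corrected for background with normexp and normalized with loess within arrays. The main values were computed from the intensities, and the matrix served as an alternative.

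Calculations used R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8. Background was corrected with normexp at an offset of 50, ratios were normalized with loess within arrays and quantile normalization between the arrays of an experiment, and spots of a probe were averaged. Probes were named through the reference table of accession numbers for 22951 probes and by the name in the array files for 18223. Of the 28786 gene names, each read from the probe with the highest mean signal over the experiment, 18421 have a symbol in the reference table. Probe positions are those written in the array files for build mm7, and no reference genome was used here.

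All groups of an experiment entered 1 limma model without covariates, with moderated tests and Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.05 and a log2 change of at least 1, and counted at the 4-fold level at a log2 change of at least 2. Gene lists were tested with camera (preset correlation 0.01) and with fry, adjusted over 16 lists: interferon response, p53 targets, histone methyltransferases, embryonic stem cells, neural stem cells, macrophages, alveolar macrophages, neutrophils, T and NK cells, B cells, endothelium, fibroblasts, lung epithelium, erythroid cells, mammary epithelium and the cell cycle. The lists were written from general knowledge of such genes. The genes named in the text are every gene that the paper names for a group profiled on arrays, and for each comparison the 3 largest rises and the 3 largest falls among called genes with a symbol, no overlap between the groups and a sample channel well above background and not saturated on every array compared. 1 of the genes the paper names is not reported here. Lists, comparisons, tests, the rule for named genes and the alternatives listed next were fixed before the data were examined.

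The alternatives were all arrays normalized together, a normexp offset of 0, the scanner software's processed signals, median centring within arrays, Aquantile or no normalization between arrays, the deposited log2 ratios, dim probes left out, every probe counted, the mean of a gene's probes, slide as a fixed or random block, the replicate number as a block, only the groups compared in the fit, an equal-variance t-test without moderation (the paper names t-tests in the legends of Figure S1 and Table S1, without their form), an adjusted p below 0.01, fold change alone, fry in place of camera and each replicate left out in turn. The principal component analysis and the clustering of chromatin-modifying genes were chosen after the data were seen. Alternatives added after the data were seen were spots with an outlying local background left out before normexp, the same with Aquantile normalization, and the mean of the macrophage list as a covariate. For the normexp fit, 5 sets of spots were compared on all arrays.

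The procedure was tested on simulated data in which 200 genes were changed by a log2 value of 1.5 or 2. It recovered 82 to 95.5% of them in the 9 comparisons, with at most 6 false calls, and called 0 genes where none was changed. The simulated noise was normal and independent between genes, with no slide effect and no odd sample. These rates therefore check the procedure and need not hold for the real arrays. Other splits of the samples were drawn 100 times for each count and for the list tests reported with them. RT-PCR, histology and blots of the paper were not analysed here.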

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

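The tests on carcinoma replicate 6, the test on slide set through adenoma, the test on fibroblasts, the splits for the lists of disseminated cells and metastases and all splits on the difference of list means were chosen after the result was seen.

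In 199 groups of values, 21 (10.6%) had a sample far from the others of its group, where chance gives about 1 in 20. 7 of the 21 were in carcinoma replicate 6 and 0 in disseminated replicate 6.

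Carcinoma replicate 6 lay far from the other carcinomas for its median correlation with them (0.760, the others 0.939–0.959), the macrophage list (4.82, the others −0.62–0.63), Prdm1 (1.20, the others −1.75 to −1.19), Xiap (0.50, the others −0.24 to −0.03), Smad1 (−2.81, the others −2.28 to −2.15), Smad5 (−0.94, the others −0.10–0.30) and the histone methyltransferase list (−0.49, the others −0.25 to −0.15). Macrophages in the sort of this sample are a candidate explanation, because the macrophage list stood at 4.82. Of its most abundant genes, Lyz2 stood at 6.78, Ctss at 7.77 and Cd14 at 7.90 in this sample. The list holds 20 genes, 18 of them well above background in every carcinoma, none in another list and none named by the paper. Compression of the log2 ratios on its array is argued against as the cause, since in the deposited log2 ratios its median correlation with the other carcinomas was 0.753, the others 0.938–0.958. The sample correlated more with metastases (median 0.83) and disseminated cells (0.81) than with the carcinomas. A lung sample under a carcinoma label is still argued against by the lung epithelium list, which stood at 1.06 in this sample, at 1.34 or more in every metastasis and at 2.12 ± 0.55 (SD, n = 6) in disseminated cells, and by its abundant gene Sftpc at 3.03, against 5.66 ± 0.59 (SD, n = 5) in metastases and 5.38 ± 0.28 (SD, n = 6) in disseminated cells. In the deposited ratios the list stood at 1.22 in this sample and at 1.495 or more in every metastasis. Chil3 was not raised (−0.01), but Ear1 (4.77) and Napsa (0.93) were above the carcinoma means of 1.70 ± 1.74 and −2.38 ± 1.63 (SD, n = 6, this sample included), so some lung cells in this sample stay open. A difference between tumors of different mice stays open and was not tested.

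In relapsed tumors, replicate 1 was far below the others for the interferon response list (0.13, the others 1.21–1.33) and Gbp3 (1.46, the others 3.02–3.13). Relapsed replicate 2 was below the others for Ifngr1 (0.25, the others 0.76–0.81). In residual tumors, Irf1 in replicate 2 (2.79, the others 2.21–2.32) and Igtp in replicate 3 (6.05, the others 4.49–5.07) were far above the others, and the median correlation of replicate 3 with the other residual tumors was low (0.902, the others 0.926–0.940). In untreated tumors, the far values were Cdkn1a in replicate 5 (−0.92, the others 0.13–0.65), Ehmt2 in replicate 3 (0.26, the others −0.10–0.03) and Dyrk3 in replicate 2 (1.62, the others 1.96–2.06). In adenoma, Xiap in replicate 5 (0.17, the others −0.32 to −0.22) and Smad1 in replicate 3 (0.33, the others −1.05 to −0.74) were far above the others. In metastases, Sox2 in replicate 1 (0.89, the others −0.02–0.19), Suv39h2 in replicate 4 (−0.64, the others 0.02–0.24) and the embryonic stem cell list in replicate 5 (0.23, the others −0.04–0.01) stood apart. No explanation of these single values was tested.

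The paper does not report on genes of other cell types in its sorted cells. In disseminated cells over carcinoma, the median log2 change was 3.66 for the macrophage list (camera, adjusted p = 4.92e-12, and fry, 0.00387), 2.99 for the neutrophil list (3.96e-08 and 7.98e-05) and 0.97 for the lung epithelium list (2.19e-06 and 0.000153). Lyz2 stood at 6.35 ± 1.17 (SD, n = 6) in disseminated cells and 0.81 ± 3.1 in carcinoma, S100a9 rose by 2.52 and Il1b by 3.46, while Ltf did not (−0.57), and Sftpc stood at 5.38 ± 0.28 against 2.14 ± 0.90. Of the neutrophil list 7 of 14 genes, and of the lung epithelium list 15 of 19, were well above background in every carcinoma. For the difference of the group means of the list chance is argued against, with 3 of 100 splits of the samples as large for the macrophage list, 1 for the neutrophil list and 1 for the lung epithelium list. For the macrophage list the largest other split differed by 3.61 in absolute value, against −3.41 for carcinoma over disseminated cells. Camera's p was as small in 9, 1 and 7 splits, so for its p chance is argued against for the neutrophil list alone. Every sample of disseminated cells had a mean of the macrophage list of at least 3.43, above all carcinomas except replicate 6. Macrophages, neutrophils or lung epithelium in the sort of disseminated cells may account for part of the rise of Il6 and Prdm1, since the lists that this needs rose by 3.66 and 0.967. The slide set is argued against as the cause of most genes called between carcinoma and disseminated cells, since 10.5% of them were called with the same sign between carcinoma and adenoma, which also lie on different slides and share the carcinomas. The reference channel does not settle this. It differed the same way for 1 of the called genes and the opposite way for 20, and the opposite way is how a shift of the reference moves the ratio, so for these 20 the slide set stays open. An effect on the sample channel alone would not show in the reference. Dissemination to the lung is named by the design and stays open, untested.

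Metastases exceeded carcinoma for the interferon response list (1.24, camera, adjusted p = 1.62e-14, and fry, 0.00715), and for the difference of the list means chance is argued against, with 1 of 100 splits as large. For camera's p it cannot be excluded, with 18 splits as small. Of its 53 genes, 50 were well above background in every carcinoma. B2m, its most abundant gene, rose by 1.73 in metastases. Whether lung cells in the sort of metastases contribute to the genes called against carcinoma cannot be told apart from a change in the tumor cells, since the lung epithelium list rose by 0.403 with Sftpc up by 3.52. A lower content of stromal and immune cells alike would lower the macrophage list, which rose by 1.82 (camera, adjusted p = 1.47e-06, and fry, 0.109). This list stood at 0.84 ± 1.99 (SD, n = 6) in carcinoma and 2.99 ± 1.98 (SD, n = 5) in metastases. Every metastasis lay at 0.67 or more, above all carcinomas except replicate 6. The list gave no sign of fewer such cells, but a rise within this spread cannot exclude a lower content. Fewer fibroblasts alone cannot be told apart from the spread between samples, since the fibroblast list changed by −0.626 with 1 of 18 genes higher (camera, adjusted p = 0.0603, and fry, 0.152). Against adenoma it was lower (−1.28, camera, adjusted p = 8.58e-05, and fry, 0.00775).

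The p53 target list was higher in relapsed than in untreated tumors (0.38, camera, adjusted p = 5.92e-12, and fry, 0.00389), and chance is argued against as its cause, with 1 of 100 splits as extreme by camera and 1 by the difference of the list means. The cell cycle list was lower in metastases than in adenoma (−1.03, camera, adjusted p = 5.79e-09, and fry, 0.00309), and for the difference of the list means chance is argued against, with 1 of 100 splits as large. For camera's p it cannot be excluded, with 23 splits as small. For these 2 lists no other technical explanation was tested, and treatment and tumor stage stay open.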

How the results depend on the processing

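The alternatives with outlying background spots left out and with a macrophage covariate, and the test on spots in the normexp fit, were chosen after the result was seen.

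A count is taken as kept within 1.5 times its main value. Of 19 or 20 alternatives, 18 kept the count for metastases against adenoma (main 4194), 18 for metastases against carcinoma (2892), 16 for metastases against disseminated cells (2049), 18 for carcinoma against disseminated cells (3331), 17 for disseminated cells against adenoma (3017), 17 for carcinoma against adenoma (944), 12 for residual against untreated (27), 15 for relapsed against residual (61) and 8 for relapsed against untreated tumors (3). The cause of the changes below was not tested, apart from stricter or looser thresholds.

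For residual against untreated tumors the count became 14 with a normexp offset of 0, 16 with processed signals, 1 with slide as a fixed block, 5 under an equal-variance t-test, 164 by fold change alone and 4 at an adjusted p below 0.01. For relapsed against untreated tumors it became 0 with offset 0, 1 with median centring, 1 with outlying background spots left out, 1 with slide as a random block, 0 with slide as a fixed block, 1 with only the groups compared, 0 under an equal-variance t-test, 226 by fold change alone, 0 at an adjusted p below 0.01 and 1 with every probe counted. At unadjusted p with a 2-fold change, limma had 161 genes there and an equal-variance t-test 125. For relapsed against residual tumors it became 33 with slide as a fixed block, 25 under an equal-variance t-test, 254 by fold change alone and 36 at an adjusted p below 0.01. At an adjusted p below 0.01 the counts were 1850 for metastases against carcinoma, 1092 against disseminated cells, 1744 for disseminated cells against adenoma and 448 for carcinoma against adenoma, which was 1540 by fold change alone. Metastases against disseminated cells gave 710 with only the groups compared and 163 under an equal-variance t-test, which gave 1911 for disseminated cells against adenoma. With the macrophage covariate the counts were 2380 for metastases against adenoma, 1335 against carcinoma, 532 for carcinoma against disseminated cells and 65 for disseminated cells against adenoma.

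The share of rises among called genes also moved. For carcinoma against adenoma it was 327 of 944, with processed signals 666 of 1396 and with median centring 364 of 779. For residual against untreated tumors it was 26 of 27 and with processed signals 13 of 16. For carcinoma against disseminated cells it was 1748 of 3331, with Aquantile normalization 1397 of 3301 and with none 1400 of 3305. For disseminated cells against adenoma it was 1340 of 3017, with Aquantile 1545 of 2656, with none 1547 of 2656 and with the deposited log2 ratios 1559 of 2748. With the latter it was 2457 of 4582 for metastases against adenoma (main 1755 of 4194) and 1835 of 3191 against carcinoma (main 1364 of 2892). The median of all genes moved beyond 0.1 with processed signals (0.113 for carcinoma against disseminated cells and −0.104 for metastases against carcinoma) and with offset 0 (0.117 for carcinoma against disseminated cells).

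With single replicates left out, the counts ran from 8 (without untreated replicate 3) to 29 for residual against untreated, moved by over 1.5 times without untreated replicate 1, 2, 3, 4 or 5 or residual replicate 1, 2 or 4, 0 to 3 for relapsed against untreated, moved so without untreated replicate 1, 2, 3, 4 or 5 or relapsed replicate 2, 29 (without relapsed replicate 1) to 59 for relapsed against residual, 3689 to 4582 for metastases against adenoma, 2361 to 3867 for metastases against carcinoma, 1361 (without disseminated replicate 3) to 3178 (without disseminated replicate 6) for metastases against disseminated cells, 2710 to 4116 for carcinoma against disseminated cells, 2151 to 3781 for disseminated cells against adenoma and 646 to 991 for carcinoma against adenoma.

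The replicate numbers were not taken as pairs. Correlations between samples of the same number ran from −0.41 to 0.42 for untreated and residual tumors and from −0.41 to 0.06 for disseminated cells and metastases. For untreated and relapsed tumors they ran from −0.14 to 0.38, with 3 of 4 above 0.1 against 6 of 20 other pairs, so pairing there is not ruled out. With the replicate block the counts were 11 for residual against untreated, 0 for relapsed against untreated, 57 for relapsed against residual tumors, 4101 for metastases against adenoma, 3465 against carcinoma, 2401 against disseminated cells, 3219 for carcinoma against disseminated cells, 2387 for disseminated cells against adenoma and 829 for carcinoma against adenoma. The block put no list test on the other side of its threshold, with adjusted p of 2.09e-33 for the interferon response list and 8.10e-17 for the p53 target list in residual tumors. For the histone methyltransferase list it gave 0.709 in residual tumors and 0.0610 against adenoma, 0.770 against carcinoma and 0.912 against disseminated cells in metastases. For the embryonic and neural stem cell lists in metastases it gave 0.594 and 0.450 against adenoma and 0.471 and 0.847 against carcinoma.

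Of the list tests, 1 changed sides. The histone methyltransferase list in metastases against adenoma passed the threshold under fry (0.00775, range over the alternatives 0.00775 to 0.475) without adenoma replicate 4 (0.0110) and without metastases replicate 2 (0.0308), with 0.136 the highest of the leave-one-out runs and a negative median. In residual tumors the adjusted p of the interferon response list stayed between 5.68e-38 (without residual replicate 4) and 0.00551 (fry) and that of the p53 target list between 3.16e-19 and 0.000489.

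For named genes, alternatives fixed in advance kept direction and side of the threshold in 3512 values, lost a call in 124, gained one in 40 and reversed 19. In residual against untreated tumors an equal-variance t-test lost the calls of Ubd, Pou3f1, Cdkn1a, Mdm2, Gbp3, Gbp4 and Ifi47. Added alternatives reversed 3 and leave-one-out runs 0. With every probe counted, where the probe that moved least in the main direction is taken, the reversed log2 changes were 0.12 for Fam98b (relapsed against untreated), against adenoma in metastases 1.53 for Smad1, 1.12 for Setd3, −0.10 for Setd5, 1.01 for Smyd3, 0.24 for Mll3, 0.0569 for Mll5, 1.60 for Whsc1l1 and −0.18 for Aebp2, against carcinoma in metastases 1.12 for Smad5, 1.00 for Smyd3 and 0.0235 for Ndufv3, against disseminated cells in metastases −0.10 for Setd5, −0.0771 for Cttnbp2nl and −0.18 for Dhx9, in carcinoma against disseminated cells −0.52 for Setd5 and −0.11 for Smyd3, and in carcinoma against adenoma 0.0599 for Pigt. Aebp2 against adenoma was −0.32 with processed signals, −0.36 with outlying background spots left out and −0.41 with Aquantile in addition. Dyrk3 in carcinoma against disseminated cells was −0.0769 with the macrophage covariate.

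Log2 ratios were compressed on some arrays. Over all arrays the slope of the main ratios on the deposited ones was 0.578 at its lowest, and 0.998 without spots of outlying local background. The lowest slopes were those of adenoma replicates 2 (0.578) and 3 (0.598), carcinoma replicate 6 (0.703) and metastases replicate 4 (0.790). Such spots in the normexp fit are a candidate explanation, since on the array of adenoma replicate 2 the standard deviation of the log2 ratios was 1.21 without them and 0.760 with them. Signal over background limits the values of dim genes. Between 50.5 and 64.3% of spots on chemotherapy arrays of relapsed tumors were well above background in the sample channel, and 48.4% on the dimmest adenoma array.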

Differences from the paper's values

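The alternatives with outlying background spots left out and with a macrophage covariate were tests chosen after the result was seen.

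For residual against untreated tumors the paper's 600 genes stand beside 27 here, and for relapsed against untreated tumors the paper's 600 beside 3. For carcinoma against disseminated cells the paper's 1000 stand beside 3331 here. None of the alternatives set before the data were examined, single replicates left out included, closes any of these gaps. At an unadjusted p below 0.05 with a 2-fold change and processed signals together, a combination chosen after seeing the values, limma had 447 genes for residual against untreated, 578 for relapsed against untreated and 539 for relapsed against residual tumors, within 1.5 times the paper's values.

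The bars of Fig. 6D at the 2-fold level, read by eye, give the paper's values of about 1100 for carcinoma against disseminated cells (3331 here), about 640 for residual against untreated (27 here), about 720 for relapsed against untreated (3 here) and about 690 for relapsed against residual tumors (61 here). No alternative set before the data were examined closes these gaps. At the 4-fold level in Fig. 6D, read by eye, the paper has about 700 for metastases against carcinoma and 432 were found here. Of 17 alternatives set before the data were examined 9 close this gap (offset 0, processed signals, Aquantile, none between arrays, slide as a fixed block, replicate block, fold change alone, every probe and the deposited log2 ratios), as do 3 of 11 leave-one-out runs (without metastases replicate 2 or 5 or carcinoma replicate 6) and, chosen after seeing the values, outlying background spots left out with and without Aquantile. The other 8 alternatives and 8 runs do not. For metastases against disseminated cells the paper has about 200 in Fig. 6D, read by eye, and 317 were found here. Of 16 alternatives set before the data were examined 4 close it (slide as a random block, only the groups compared, an adjusted p below 0.01 and the mean of probes), as do 8 of 11 leave-one-out runs (without disseminated replicate 2, 3, 4 or 5 or metastases replicate 1, 2, 3 or 5) and the macrophage covariate, chosen after seeing the values. The others do not. For carcinoma against disseminated cells the paper has about 100 in Fig. 6D, read by eye, against 837 here, closed by no alternative set before the data were examined and by the macrophage covariate, which was chosen after seeing the values. The paper's about 80 for residual against untreated (5 here), about 100 for relapsed against untreated (0 here by limma) and about 60 for relapsed against residual tumors (15 here), read by eye from Fig. 6D, are closed by no alternative set before the data were examined.

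Of 15 expression ratios read by eye from Fig. 2B, 5 differ. The probe read here as Gbp3 is named Gbp4 in the array files, so whether the gaps of Gbp3 and Gbp4 come from the names is open. The paper has about 5.5 for Gbp4 in untreated tumors (0.956 here), about 26 for Gbp3 in untreated tumors (6.90 here), about 10 for Ifi47 in relapsed tumors (4.26 here) and about 0.5 for Gbp1, here Gbp2b, in untreated tumors (0.934 here), all in Fig. 2B, read by eye, and none of 9 alternatives set before the data were examined closes these. For Tgtp in residual tumors the paper has about 6.3 in Fig. 2B, read by eye, against 14.6 here, which the mean of probes closes and the other 8 alternatives set before the data were examined do not.

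Of 140 values in Table S1, 29 differ for the probe of highest mean signal, and every probe counted, which takes the probe nearest to the paper's value and was set before the data were examined, closes each of them. The other alternatives set before the data were examined leave these gaps open except where named. The paper's values, followed by those found here, are for Setd3 1.23 and 0.752 in adenoma, 1.4 and 0.528 in carcinoma, 1.45 and 0.49 in disseminated cells and 1.71 and 0.611 in metastases; for Setd5 0.6 and 0.249 in adenoma (closed also by the mean of probes) and 0.88 and 0.370 in disseminated cells; for Setd8, here Kmt5a, 0.54 and 2.56 in adenoma, 0.35 and 1.21 in carcinoma, 0.43 and 2.73 in disseminated cells and 0.3 and 2.30 in metastases. For Suv39h2 the paper has 0.4 in carcinoma against 0.639 here (closed also by offset 0, processed signals, Aquantile, none between arrays, the deposited log2 ratios and without carcinoma replicate 6). For Prmt3 the paper has 1.09 in carcinoma, 1.17 in disseminated cells and 1.26 in metastases, against 0.434, 0.481 and 0.597 here. For Prmt6 it has 0.88 in adenoma, 0.82 in carcinoma and 0.95 in disseminated cells, against 2.92, 2.71 and 2.18 here (closed also by the mean of probes), and for Prmt7 0.34 in metastases against 0.126 here. For Smyd2 the paper has 1.6 in adenoma and 0.86 in carcinoma against 0.860 and 0.408 here (closed also by the mean of probes), and 0.95 in disseminated cells and 0.84 in metastases against 0.204 and 0.215 here. For Smyd3 the paper has 0.41 in adenoma against 0.624 here (closed also by processed signals, Aquantile, none between arrays, the deposited log2 ratios, without adenoma replicate 4 and, chosen after seeing the values, outlying background spots left out with and without Aquantile), 0.4 in carcinoma against 0.814 here, and 0.89 in metastases against 0.451 here (closed also by the mean of probes). For Nsd1 the paper has 1.02 in carcinoma against 2.33 here and 1.01 in disseminated cells against 1.81 here (the latter closed also by the mean of probes). For Whsc1l1 the paper has 0.52 in adenoma against 2.15 here and 0.9 in carcinoma against 2.09 here (the latter closed also by the mean of probes).

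The paper places disseminated cells nearer to carcinoma than to metastases, whereas more genes were called here against carcinoma (3331) than against metastases (2049). The order is the paper's with the macrophage covariate (532 and 2203), which was chosen after seeing the values and takes up group differences of any origin. The paper has 9 chromatin genes raised in residual tumors by RT-PCR against adenomas, carcinomas, disseminated cells and metastases. On the arrays, against untreated tumors, 4 of them were higher and 0 were called by limma. Of the 9, 1 had an unadjusted p below 0.05 in limma and in an equal-variance t-test. Assay and comparison differ, so these results do not test the paper's directly. Of the stem cell genes that the paper names as raised in metastases, Fzd3 was lower than in adenoma (−0.24) and carcinoma (−0.20), and Xiap and Sox2 were higher without being called. The paper adds several Smad genes without naming them. Smad2, Smad3 and Smad4 were higher here than in adenoma, and these and Smad7 than in carcinoma, and Smad2 alone was called higher. Xiap was called against adenoma with offset 0, and Sox2 against carcinoma with processed signals. Of the 8 methyltransferases that the paper has raised in metastases, with Whsc1 read for Nsd2, 4 were higher than in adenoma, 4 than in carcinoma and 7 than in disseminated cells, and 1, 0 and 1 were called higher. At an unadjusted p below 0.05, 3, 3 and 4 were higher by limma, and an equal-variance t-test had 3, 5 and 4 changed in either direction. The probes named in Fig. 6E call Setd3, Suv39h2, Smyd3 and Prmt6 higher than in all of these groups, Setd5 than in adenoma and Prmt3 than in carcinoma. Suv39h2 was also called with the main probe against adenoma with processed signals, and against disseminated cells with offset 0, processed signals, Aquantile, none between arrays, the replicate block, the deposited log2 ratios and without disseminated replicate 1 or 6 or metastases replicate 4. Of the interferon genes that the paper has raised in residual tumors, Tgtp1 was not called against untreated tumors (adjusted p = 0.0589, range 0.00999 to 0.633 with single tumors left out included). It was called with Aquantile, none between arrays, all arrays together, dim probes left out, the mean of probes, the deposited log2 ratios and without untreated replicate 6. The paper's wording covers untreated and/or relapsed tumors, and Tgtp1 was called lower in relapsed than in residual tumors here.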

Other observations

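The tests on macrophages in residual tumors, on covariates in residual tumors, on exchanged labels and on disseminated replicate 6 and the splits on the difference of list means were chosen after the result was seen, as was the alternative with a macrophage covariate.

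Few splits of the samples gave as many called genes as the real one, which argues against chance without excluding it. The shares were not adjusted over the split tests, and in some comparisons another split gave more genes than the real one. Of 100 splits of the same samples, the number with as many genes called, the real split included, was 2 for residual against untreated, 3 for relapsed against untreated and 1 for relapsed against residual tumors, 1 for metastases against adenoma, 1 for metastases against carcinoma, 3 for metastases against disseminated cells, 1 for carcinoma against disseminated cells, 1 for disseminated cells against adenoma and 1 for carcinoma against adenoma. The most extreme other split gave 172 genes for residual against untreated tumors, 75 for relapsed against untreated tumors and 3228 for metastases against disseminated cells, each above the real split. The 3 genes called between relapsed and untreated tumors are therefore weak evidence. With single tumors left out the count was 0 to 3, and a normexp offset of 0 left 0 of them. In residual tumors chance is argued against for the interferon response list (1 of 100 splits) and the p53 target list (1 of 100), both by camera and by the difference of the list means (1 and 1). By camera chance cannot be excluded for the histone methyltransferase list in residual tumors (65 of 100) or in metastases against adenoma (31), carcinoma (89) or disseminated cells (90), for the embryonic stem cell list against adenoma (65) or carcinoma (57), and for the neural stem cell list against adenoma (62) or carcinoma (65). By the difference of the list means it cannot be excluded for the histone methyltransferase list in residual tumors (89) or in metastases against carcinoma (12) or disseminated cells (92), or for the neural stem cell list against adenoma (30) or carcinoma (80). Chance is argued against for the lower mean in metastases of the histone methyltransferase list against adenoma (−0.284, 2 of 100). It is also argued against for the lower means of the embryonic stem cell list against adenoma (−0.213, 2) and carcinoma (−0.208, 1). Camera sets none of these apart from the other genes. By fry the embryonic list did not pass either (adjusted p = 0.418 against adenoma and 0.0619 against carcinoma). Its median against adenoma was −0.02, with 19 of 38 genes higher, and 13 were higher against carcinoma.

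Interferon response genes were higher in residual tumors. The macrophage list fell (−0.670, camera, adjusted p = 0.000562, and fry, 0.447), within the spread of the tumors (0.66 ± 1.26 in untreated and 0.06 ± 0.80 in residual tumors, SD of 6 tumors each), so the fall alone decides nothing. With the mean of this list as a covariate the interferon list stayed higher (median 0.83, fry, adjusted p = 0.00272), which argues against macrophages as the whole cause. The same covariate test with the T and NK cell list (median 0.95, fry, adjusted p = 0.0213) argues against T and NK cells as the whole cause. For part of the rise T and NK cells in the sort remain a candidate explanation, since their list rose by 0.129 (camera, adjusted p = 0.00049, and fry, 0.0265). This is a smaller rise than the 0.77 of the interferon list, and among the genes of the T and NK cell list with the highest signal in residual tumors Thy1 (0.04) and Cd8b1 (−0.14) did not rise with it and were not called. Of its 20 genes, 13 were well above background in 6 or more of the 12 tumors. A response of the tumor cells to treatment is named by the design and was not tested.

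More genes were called between disseminated cells and carcinoma than between disseminated cells and metastases. Exchanged labels of adenoma and disseminated cells are argued against by the lung epithelium list, which was higher by 1.20 in disseminated cells. Macrophages in the sort of disseminated cells cannot be told apart from a change in tumor cells. Across the 6 samples, genes called higher than in carcinoma followed the macrophage list more (median correlation 0.336) than genes called lower (−0.439), with an exact permutation p of 0.125. With the macrophage covariate 532 genes were called between carcinoma and disseminated cells, but the list differs between the groups, so the covariate takes up group differences of any origin. Standard errors grew 1.39-fold and log2 changes shrank to a median of 0.506 of their size, and without carcinoma replicate 6 the count was 34.

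Disseminated replicate 6 had a median correlation of 0.873 with the metastases and 0.710 with the other disseminated samples. A metastasis under a disseminated label cannot be told apart from differences between pools, since disseminated replicate 1 had 0.866 with the metastases.

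Histone methyltransferase genes in metastases were set beside 10000 random lists matched on mean signal. The median of the list lay at percentile 16.7 against adenoma, 35.4 against carcinoma and 94.2 against disseminated cells, so a general shift of dim probes cannot be told apart from a change in these genes.

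In disseminated cells over carcinoma, the median log2 change (with adjusted p by camera and by fry) was 0.57 for interferon response (0.000515 and 0.234), −0.25 for p53 targets (0.950 and 0.234), −0.12 for histone methyltransferases (0.863 and 0.0714), −0.16 for embryonic stem cells (0.313 and 0.0113), −0.03 for neural stem cells (0.423 and 0.784), 2.70 for alveolar macrophages (1.02e-11 and 1.26e-07), 0.69 for T and NK cells (0.000234 and 0.0336), 0.36 for B cells (0.0569 and 0.190), 0.86 for endothelium (0.000234 and 0.0260), 0.22 for fibroblasts (0.507 and 0.948), 0.03 for erythroid cells (0.121 and 0.0336), −1.26 for mammary epithelium (0.00193 and 0.0171) and −0.27 for the cell cycle (0.423 and 0.294). Of the camera calls here, that of the interferon list was not held by fry. Camera, the mean or fry differed in sign from the median for p53 targets, neural stem cells and fibroblasts. Embryonic stem cells and erythroid cells passed the threshold under fry alone. Of the alveolar macrophage list 11 of 14 genes, and of the mammary epithelium list 22 of 23, were well above background in every carcinoma. Chil3 stood at 7.80 in disseminated cells and Ear1 at 7.85, while Plet1 was lower than in carcinoma (−2.34). Krt8 (−3.2) and Krt18 (−3.19) were lower.

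Between residual and untreated tumors the Notch genes had log2 changes of 0.34 for Notch1 (adjusted p = 0.721), 0.04 for Notch2, 0.15 for Notch3 and 0.62 for Dll1 (adjusted p = 0.728). By limma 0 of 4 were called and 0 had an unadjusted p below 0.05, as by an equal-variance t-test. The control gene Actb did not change in residual tumors (−0.05, adjusted p = 0.955), and was lower in metastases than in adenoma (−2.17), carcinoma (−1.16) and disseminated cells (−1.74). The array files place this probe on chromosome X and another Actb probe on chromosome 5, so whether it measures Actb is open. The other probe changed by −0.01 in residual tumors and by −1.38, −0.25 and −1.31 in metastases.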
